# ZmTE1 promotes plant height by regulating intercalary meristem formation and internode cell elongation in maize

**DOI:** 10.1111/pbi.13734

**Published:** 2021-11-09

**Authors:** Fengxia Wang, Zipeng Yu, Maolin Zhang, Mengli Wang, Xiaoduo Lu, Xia Liu, Yubin Li, Xiansheng Zhang, Bao‐cai Tan, Cuiling Li, Zhaojun Ding

**Keywords:** Maize, Cell division, Cell elongation, Auxin signalling, Nuclear‐cytoplasmic trafficking, Plant height, Phosphorylation, ZmTE1

## Abstract

Maize height is determined by the number of nodes and the length of internodes. Node number is driven by intercalary meristem formation and internode length by intercalary cell elongation, respectively. However, mechanisms regulating establishment of nodes and internode growth are unclear. We screened EMS‐induced maize mutants and identified a dwarf mutant *zm66*, linked to a single base change in *TERMINAL EAR 1* (*ZmTE1*). Detailed phenotypic analysis revealed that *zm66* (*zmte1‐2*) has shorter internodes and increased node numbers, caused by decreased cell elongation and disordered intercalary meristem formation, respectively. Transcriptome analysis showed that auxin signalling genes are also dysregulated in *zmte1‐2*, as are cell elongation and cell cycle‐related genes. This argues that ZmTE1 regulates auxin signalling, cell division, and cell elongation. We found that the ZmWEE1 kinase phosphorylates ZmTE1, thus confining it to the nucleus and probably reducing cell division. In contrast, the ZmPP2Ac‐2 phosphatase promotes dephosphorylation and cytoplasmic localization of ZmTE1, as well as cell division. Taken together, ZmTE1, a key regulator of plant height, is responsible for maintaining organized formation of internode meristems and rapid cell elongation. ZmWEE1 and ZmPP2Ac‐2 might balance ZmTE1 activity, controlling cell division and elongation to maintain normal maize growth.

## Introduction

Changes in plant height impact crop yield and thus food security. Dwarfism or semi‐dwarfism can be advantageous for crops as it can lead to increased lodging resistance, denser growth, and a higher harvest index, beneficial to production (Zhang *et al*., 2019). The vegetative shoot apical meristem (SAM) supports plant growth and development. The SAM contains a pool of undifferentiated cells that can generate primordia for structures that are above ground, including leaves. During vegetative growth, leaves initiated from leaf primordia follow a conserved distichous phyllotaxy. This means that new leaves initiate on the opposite side of the meristem compared to the previous leaf (Jackson and Veit, 1994). The maize stem consists of a phytomer unit, which includes leaves, leaf nodes, internodes, and axillary meristem units (Zhang, Sun, *et al*., 2018). Stem growth is largely due to increases in node number and the elongation of internode region. Both node cells and internode cells come from the same cell pool, namely the SAM (Tsuda *et al*., 2017).

In the last few years, several mutants that are defective in internode elongation have been isolated. Rice D50, a putative Inositol Polyphosphate 5‐Phosphatase (5PTase), has been reported to promote intercalary meristem (a meristem developing between regions of mature tissue) formation through regulating cell division direction, deposition of cell wall pectins, and actin organization (Sato‐Izawa *et al*., 2012). Os‐GRF1 (Oryza sativa‐GROWTH‐REGULATING FACTOR1) is involved in GA‐induced stem elongation (van der Knaap and Kim, 2000). In maize, several GA‐related mutants have also been isolated, including *dwarf1* (*d1*), *d3*, *d5*, *anther ear1* (*an1*), and the dominant mutants *D8* and *D9*. All these mutants affect internode elongation throughout the maize lifecycle. The narrow leaves and short internodes of the dwarf mutant *gif1* are associated with a reduction in undifferentiated cells in both leaves and stems (Zhang, Sun, *et al*., 2018). The shortened internodes and development‐deficient intercalary cells of *brevis plant1* (*bv1*) are both linked to deficient auxin transport (Avila *et al*., 2016). Similarly, the shortened lower internodes of *dwarf brachytic2* (*br2*) result from reduced auxin efflux out of the shoot and root meristem (Knoller *et al*., 2010; Zhang *et al*., 2019). BLH12/14 are KNOTTED1 (KN1) cofactors and maintain intercalary meristems and prevent precocious internode differentiation through interaction with KN1 (Tsuda *et al*., 2017).

Auxin, as an important phytohormone regulating cell division, cell elongation, and cell differentiation, plays roles in almost all stages of plant growth and development (Ma and Grones, 2018). Polar auxin transport, mediated by auxin efflux carriers such as PINFORMEDS (PINs) and auxin influx carriers such as AUXIN/LIKE AUXINs (AUX/LAXs), is involved in a various plant growth and development (Carraro *et al*., 2006). PIN1, as an auxin efflux carrier, is the main regulator of auxin distribution in the SAM (Carraro *et al*., 2006; de Reuille *et al*., 2006). Decreased expression of *ZmPIN1* at the incipient leaf primordium results in delayed leaf initiation, an enlarged SAM and altered phyllotaxis of *aberrant phyllotaxy1* (*abph1*, also known as *abphyl1*) (Lee *et al*., 2009). In addition, AUXIN SIGNALING FACTORs (ARFs) also promote cell expansion, cell division, and cell wall reconfiguration by up‐ or down‐regulating specific target genes (Chandler, 2016). The *Small Auxin Up RNA* (*SAUR*) gene family comprises plant‐specific cellular effectors that affect both auxin levels and auxin polar transport (Ren and Gray, 2015; Stortenbeker and Bemer, 2019). The majority of *SAUR* genes, including *AtSAUR10*, *AtSAUR19/63*, and *AtSAUR32/50,* are well documented as promoting *Arabidopsis* epicotyl growth by enhancing H^+^‐ATPase activity and cell elongation (Bemer *et al*., 2017; Spartz *et al*., 2014; Stortenbeker and Bemer, 2019).

Although several maize genes have been identified as regulators of intercalary meristem formation and internode cell expansion (Ballesteros *et al*., 2013; Tsuda *et al*., 2017; Zhang, Sun, *et al*., 2018), the underlying molecular mechanisms remain elusive. Therefore, we performed a high‐throughput screen of an EMS‐induced maize mutant library and identified a dwarf mutant *zm66* with shorter internodes and increased node numbers. Further investigations showed that the dwarf phenotype of *zm66* was caused by a mutation in *ZmTE1*, which has been shown to encode a key factor in maize height regulation (Veit *et al*., 1998). The poorly characterized ZmTE1 protein is highly similar to *Schizosaccharomyces pombe* Meiotic inducer 2 (Mei2), which encodes an RNA‐binding protein containing three conserved RNA recognition motifs (RRMs). Mei2 has been reported to promote meiosis in yeast cells by promoting premeiotic DNA synthesis (Watanabe and Yamamoto, 1994). In contrast, the Pat1 kinase phosphorylates Mei2, thereby inhibiting the transition from mitosis to meiosis (Watanabe *et al*., 1997). In this study, we identified a decisive role of ZmTE1 in the maintenance of intercalary meristem formation, internode cell elongation, and plant height regulation. ZmPP2Ac‐2 and ZmWEE1 may regulate phosphorylation and subcellular localization of ZmTE1, thus impacting cell division, cell elongation, and plant height.

## Results

### The *ZmTE1* is essential for maize plant height

Maize height is determined by the number of nodes and the length of internodes, which are closely related to the formation of the intercalary meristem and the elongation of internode cells (Tsuda *et al*., 2017; Zhang *et al*., 2019; Zhang, Sun, *et al*., 2018). To elucidate the molecular mechanisms underlying intercalary meristem formation and internode cell elongation, we screened a maize EMS‐induced mutant library and identified a dwarf mutant, *zm66* (Figure 1a, b). Except for dwarfism, this mutant showed the tassel feminization further contributes to earlike appearance and seeds formation in place of the normal terminal tassel (Figure 1c, d), and the seeds size and weight per plant were seriously decreased (Figure 1e, f). The mutant was backcrossed to inbred B73 (hereafter WT) to remove phenotype‐independent changes. The F2 generation of *zm66* × B73 showed a phenotype segregation ratio of 3:1 (tall/short) in plant height (Figure 1g), indicating that the dwarfing phenotype of *zm66* is due to a single recessive gene. In order to identify the mutation site of *zm66*, we obtained 28,594 single nucleotide polymorphisms (SNPs; Excel S1) from 40 seedlings displaying mutant phenotypes from the *zm66* × B73 F2 population using the exome capture‐based MutMap (EcMutMap) analysis (Lu *et al*., 2018) (Figure 1i). After filtering, 10,687 transition mutations (i.e., G‐A or C‐T) were identified, including 315 SNPs with high‐quality scores (minor allele frequency ≥ 90%). Among them, four SNPs (SNP‐177676403, SNP‐165174753, SNP‐154716744, and SNP‐138739421) corresponding to non‐synonymous mutations in the coding regions on chromosome 3 were linked to the mutant and the recombination frequencies were 13.4%, 0.0%, 10.0%, and 13.8%, respectively (Figure 1i). The SNP‐165174753 was defined by the *ZmTE1* (GRMZM2G085113) gene, which had a 0% recombination frequency and is responsible for the dwarfing phenotype. A change of C‐to‐T at 547 bp in the first exon of *ZmTE1* changes a glutamine to a premature stop codon (Figure 1i, j). ZmTE1 was previously reported to play an essential role in preventing premature leaf initiation and development (Veit *et al*., 1998), a phenotype consistent with the increased leaf number in the *zm66* mutant (Figure 1h). Therefore, we renamed *zm66* as *zmte1‐2* following *zmte1‐1* identified previously (Veit *et al*., 1998). We crossed the *zmte1‐1* allele with *zmte1‐2* (Figure 1k). The F1 plants of *zmte1‐1/zmte1‐2* also showed a dwarf phenotype similar to *zmte1‐1* and *zmte1‐2* (Figure 1k, l), suggesting that plant‐height phenotype of *zmte1‐2* is caused by loss of *ZmTE1* function.

**Figure 1:**
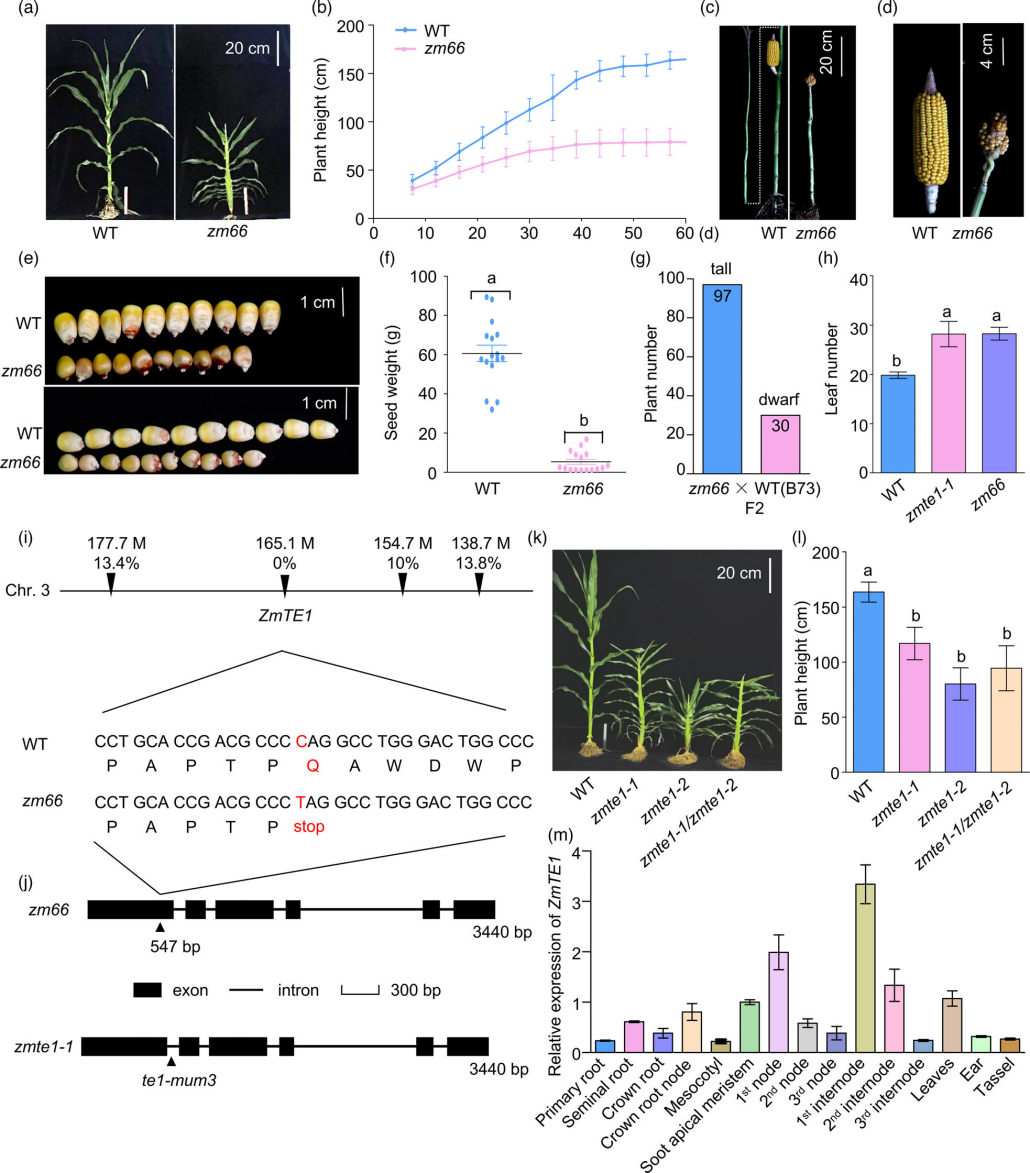
Isolating and mapping the *zm66* mutant. (a) *zm66* has reduced plant height phenotype during vegetative development. (b) Growth trend of *zm66* compared to WT. (c) The attachment mode of ear in mature WT and *zm66*. (d) The mature ear phenotype in WT and *zm66* mutant. (e) Seeds size of WT and *zm66*. (f) Mature seeds weight statistical in WT and *zm66*. Mean ± SD (one‐way ANOVA, *P* < 0.05; n ≥ 15). (g) Plant height phenotype in F2 generation plants from a *zm66* × WT cross (B73). (h) Leaf number in 60‐day‐old WT, *zmte1‐1*, and *zm66* plants. Data are shown as mean ± SE (one‐way ANOVA, *P* < 0.05; n ≥ 20). (i) Exome capture‐based MutMap analysis and mutation site analysis of *zm66* mutant. The percentage represents the linkage between the SNP mutation site and the coding gene controlling the *zm66* dwarf phenotype: The smaller the value, the stronger the linkage. Please refer to Materials and Methods for a more detailed description. (j) Schematic map of mutations in *zmte1‐1* and *zmte1‐2*. (k) Plant height phenotype in 60‐day‐old WT, *zmte1‐1*, *zmte1‐2*, and the F1 generation of *zmte1‐1/zmte1‐2* mutant plants. (l) Plant height statistical in 60‐day‐old WT, *zmte1‐1*, *zmte1‐2*, and F1 generation *zmte1‐1/zmte1‐2* plants. Mean ± SE (one‐way ANOVA, *P* < 0.05; n ≥ 20). (m) Relative expression of *ZmTE1* in the primary roots, seminal roots, crown roots, crown root nodes, mesocotyl and shoot apical meristem of two‐week‐old WT and in the nodes, internodes, leaves, ear, and tassel of six‐week‐old WT plants.

ZmTE1, an RNA binding protein, contains three RNA recognition motifs (RRM1, RRM2, and RRM3) and shows a high similarity to *Schizosaccharomyces pombe* Mei2, *Oryza sativa* LHD2/PLA2/OML1, and *Arabidopsis thaliana* AtTEL1/AtTEL2 (Jeffares *et al*., 2004; Kawakatsu *et al*., 2006). To better understand the evolutionary relationship of Mei2‐like proteins, we generated a phylogenetic tree based on Mei2‐like proteins from *Schizosaccharomyces pombe*, *Zea mays*, *Oryza sativa*, and *Arabidopsis thaliana*. We uncovered nine Mei2‐like proteins in *Zea mays*, seven in *Oryza sativa*, and eight in *Arabidopsis thaliana* (Figure S1). Although there are nine Mei2‐like proteins in maize, loss of *ZmTE1* causes a dwarf phenotype (Figure 1a, b), implying an essential role in plant growth regulation. *ZmTE1* is expressed in almost all maize tissues (Figure 1m), suggesting its functional importance in diverse tissues. Notably, *ZmTE1* expression was relatively high in both internodes and leaves (Figure 1m), further indicating that the developmental abnormalities in both leaves and stems of *zmte1‐2* plants are caused by the functional loss of *ZmTE1*.

### ZmTE1 promotes internode elongation by accelerating cell elongation

Plant height decreased by 33% and 50%, in mature *zmte1‐1* and *zmte1‐2* plants, respectively (Figure 1l). We found that *zmte1* mutants have shortened internodes, accounting for reduced plant height (Figure 2a, b). All internodes of *zmte1‐1* and *zmte1‐2* are shorter than those of WT, with the 10th, 11th, 12th, and 13th internodes particularly affected (Figure 2b; Figure S2). In addition, other important agronomic traits, such as leaf number, leaf size, and internode length, were also altered in *zmte1* mutants compared to WT (Figures 1h, 2a‐c). The maximum width and length of ear leaves were particularly affected, being reduced by 47%, 36% and 32%, 46%, respectively (Figure 2c‐e).

**Figure 2:**
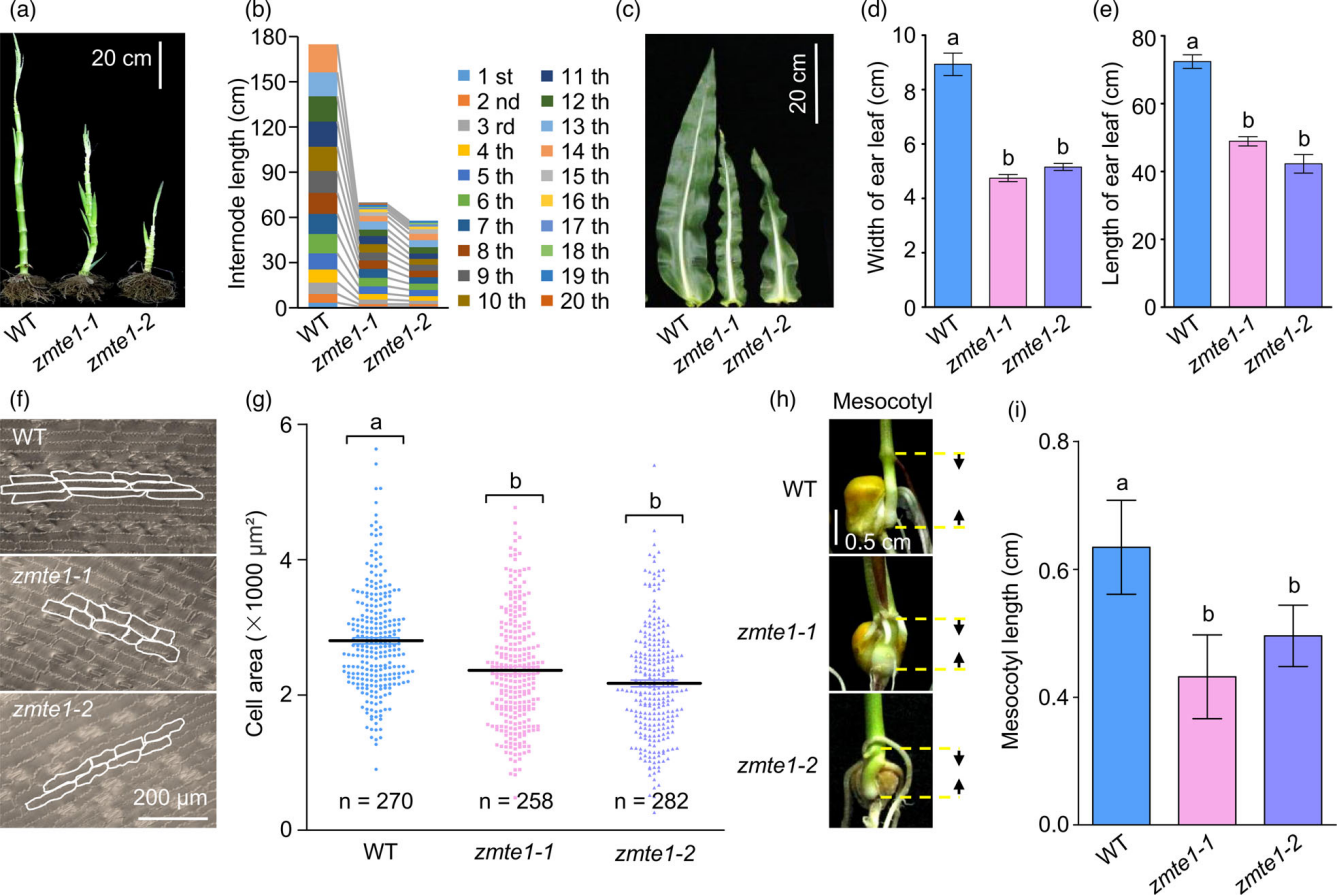
ZmTE1 promotes internode cell elongation. (a and b) Stem phenotype and internode length in 60‐day‐old WT, *zmte1‐1*, and *zmte1‐2* plants. (c) Ear leaf phenotype in 60‐day‐old WT, *zmte1‐1*, and *zmte1‐2* plants. (d and e) Maximum width and length of ear leaves in 60‐day‐old WT, *zmte1‐1*, and *zmte1‐2* plants. Mean ± SE (one‐way ANOVA, *P* < 0.05; n ≥ 20). (f) Lower epidermal cell phenotype of leaves in 60‐day‐old WT, *zmte1‐1*, and *zmte1‐2* plants. (g) Quantification of lower epidermal cell area. Mean ± SD (one‐way ANOVA, *P* < 0.05; n ≥ 258). (h and i) The mesocotyl phenotype and mesocotyl length of two‐week‐old WT, *zmte1‐1*, and *zmte1‐2* plants. Mean ± SE (one‐way ANOVA, *P* < 0.05; n ≥ 20).

The previous work indicates that internode length mainly depends on internode cell elongation (Tsuda *et al*., 2017), suggesting that ZmTE1 may positively regulate internode cell elongation. Unfortunately, due to the high degree of fibrosis in the nodes, we could not obtain good stem tissue sections and therefore could not directly examine the length of intercalary cells. Since *zmte1‐1* and *zmte1‐2* mutant leaves were also significantly smaller than WT (Figure 2c‐e), we examined cell morphology of the lower epidermal cells (Figure 2f) and found that these cells were smaller in the *zmte1‐1* and *zmte1‐2* mutants compared to WT (Figure 2f, g). The mesocotyl, located between the root and stem, is largely responsible for pushing shoots out of the soil (Saab and Ho, 1995), and its growth is similar to that of the *Arabidopsis* hypocotyl, i.e. linked to cell elongation (Kutschera and Wang, 2016). Mesocotyl development in *zmte1‐1* and *zmte1‐2* plants also visibly lagged behind that of WT (Figure 2h, i), further confirming that ZmTE1 promotes cell elongation. Considering that leaf shrinkage and mesocotyl shortening of *zmte1‐1* and *zmte1‐2* are both caused by limited cell elongation, and internode elongation is related to cell elongation (Tsuda *et al*., 2017), we hypothesize that ZmTE1 increases internode length by promoting internode cell elongation.

### ZmTE1 maintains intercalary meristem formation and cell division

In addition to internode length, the number of nodes also determines plant stem height (Zhang, Sun, *et al*., 2018). Surprisingly, the dwarf mutants *zmte1‐1* and *zmte1‐2* had 50% more nodes than WT (Figures 2a, 3a), implying that ZmTE1 maybe also have an important role in node formation regulation. Moreover, the number of nodes in *zmte1‐1* and *zmte1‐2* mutant plants increased significantly at the seedling stage (Figure 3b). This result suggests that increased nodes present at the mature stage are due to accelerated node formation at the seedling stage. Based on tissue section analysis of the stem from 20‐day‐old plants, we found that initial internode elongation appeared between the eighth and ninth leaf in *zmte1‐1* and *zmte1‐2* plants. This timing is earlier than that of WT where internode elongation begins between the seventh and eighth leaf (Figure 3c). Therefore, accelerated node formation alleviated the slowing stem growth resulting from decreased cell elongation during early growth of *zmte1‐1* and *zmte1‐2* mutants.

**Figure 3:**
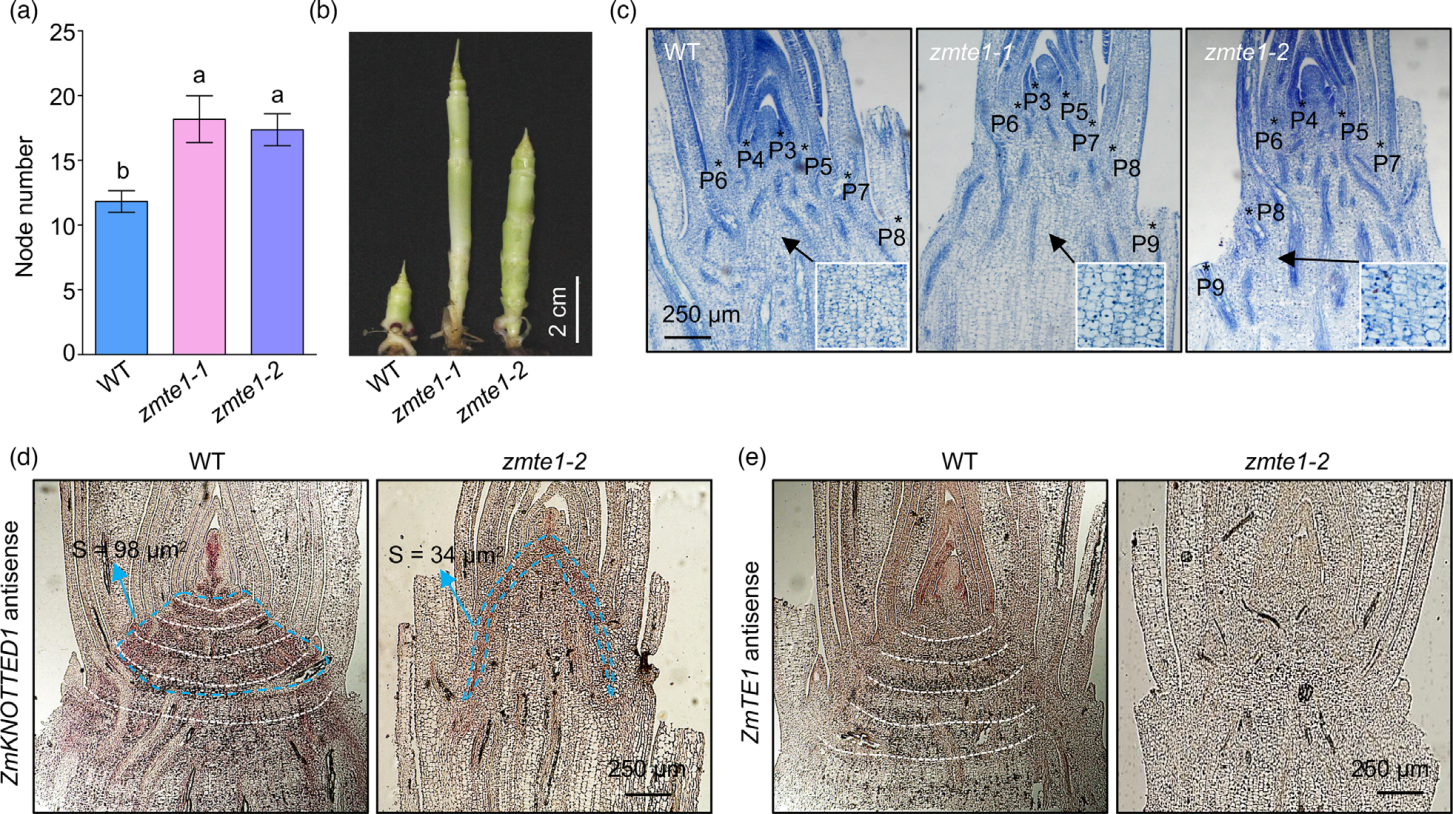
ZmTE1 positively regulates intercalary meristem formation and cell division. (a) Quantification of node number in 60‐day‐old WT, *zmte1‐1*, and *zmte1‐2* plants. Data are shown as mean ± SE (one‐way ANOVA, *P* < 0.05; n ≥ 20). (b) The stem phenotype of four‐week‐old WT, *zmte1‐1*, and *zmte1‐2* mutants. (c) Stem tissue sections from 20‐day‐old WT, *zmte1‐1*, and *zmte1‐2* plants. P1‐P9 represent sites of initiation of leaf primordia or leaves. (d and e) Expression of *ZmKOTTED1* and *ZmTE1* viewed by RNA *in situ* hybridization in the stem four‐week‐old WT and *zmte1‐2*. The blue dotted line represents the boundary of meristems, and the white dotted line represents the hierarchical structure of intercalary meristems.

*KN1*, specifically expressed in the SAM and intercalary meristem (Tsuda *et al*., 2017), is commonly used to determine the location and area of the meristem. However, the results of RNA *in situ* hybridization showed that the meristem area of *zmte1‐2* was significantly smaller than that of WT (Figure 3d). Our data suggest that ZmTE1 promotes cell division at the meristem, since the size of the meristem is mainly due to the number of cells (Zhang, Sun, *et al*., 2018). Furthermore, the regular hierarchical structure in the WT stem gradually develops into intercalary meristems (Tsuda *et al*., 2017). In contrast, *zmte1‐2* stem had a disordered structure (Figure 3d, e), suggesting that ZmTE1 also plays a critical role in the ordered formation of the intercalary meristem. Therefore, loss of ZmTE1 regulation in *zmte1‐2* plants results in an arbitrary formation of intercalary meristems and subsequent over‐formation of nodes (Figure 3a). Taken together, ZmTE1 plays a dual role in promoting cell division in the meristem and in maintaining intercalary meristem formation for full growth potential.

### ZmTE1 positively regulates auxin signalling

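RNA was sequenced from nodes of WT (inbred line B73) and zmte1-2 maize, together with internodes by the Results and the labels, while the Methods name nodes alone, with 3 libraries of each genotype at 28 days. The mutated gene itself, ZmTE1 (GRMZM2G085113, chromosome 3 from 165216844 to 165220769 in the deposited table, whose genome build is not given in the sources used here), was listed at 0.51, 1.19 and 1 FPKM in the WT libraries and at 0.33, 0.1 and 0.49 FPKM in the zmte1-2 libraries. Every zmte1-2 library lay below every WT library, at levels too low for the test used here. Without the FPKM minimum of that test ZmTE1 was not called (log2 fold change -0.79, limma adjusted p = 0.0777). The deposited table holds FPKM (fragments per kilobase of transcript, scaled to library size) for 5546 genes, all of which the authors had called. The number of fragments per library is not given in the sources used here, so the precision of a low FPKM is unknown. Summed over these genes, the FPKM came to 82915, 74348 and 86257 in WT libraries 1 to 3 and to 88628, 87963 and 88368 in zmte1-2 libraries 1 to 3. For the 3987 genes with an FPKM of at least 1 in at least 3 libraries, log2(FPKM + 0.5) was compared between the genotypes with limma. Adjustment by the Benjamini-Hochberg method covered these genes alone, so a count of calls is the number of the authors' genes that also pass a test on the spread between libraries. The authors had called these genes between the same libraries, which favours small p-values in advance. An adjusted p from limma therefore does not give the share of false calls. Fold changes are on this scale, which understates the change of weakly expressed genes. Nothing states that the libraries came from separate plants or pools of plants, so the p-values measure only the spread between these libraries. Library 2 of zmte1-2 stood apart, with Pearson correlations across genes of 0.729 and 0.627 with zmte1-2 libraries 1 and 3. These correlated with each other at 0.936 (genes are not independent replicates).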

To deepen our understanding of *ZmTE1*‐mediated cell elongation and cell division, we performed RNA sequencing (RNA‐seq) on nodes as well as internodes from 28‐day‐old WT and *zmte1‐2* plants. 5,546 differentially expressed genes (DEGs; *P‐value* ≤ 0.05 and fold change ≥ 2) were found in *zmte1‐2* nodes compared to WT (Excel S2). 

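Of the 3987 genes tested, 1363 fell and 240 rose in zmte1-2 at an adjusted p under 0.05 from limma. Thus 85.0% of the called genes were lower. Of the tested genes lower in the authors' table 51.0% passed as lower, and of those higher in it 18.2% passed as higher. Among the largest falls were GRMZM2G174699, described as a beta-glucosidase that acts on glucosides of benzoxazinones (defence compounds of grasses), at 222 ± 42.1 FPKM in WT and 27.6 ± 43.6 FPKM in zmte1-2 (SD, n = 3; log2 fold change -4.64, SE 1.25, limma adjusted p = 0.0335). Glutathione transferase 11 (GRMZM2G119499) stood at 59.3 ± 21.1 FPKM in WT and 4.27 ± 2.49 FPKM in zmte1-2 (SD, n = 3; log2 fold change -3.72, SE 0.54, limma adjusted p = 0.0114). A gene described as ergosterol biosynthetic protein 28 (GRMZM2G120449) stood at 6.73 ± 0.923 FPKM (SD, n = 3) in WT and was listed at 0 in all 3 zmte1-2 libraries. Among the largest rises were voltage-dependent anion channel protein 2 (GRMZM2G115049), a mitochondrial membrane channel, at 0.0267 ± 0.0231 FPKM in WT and 30.2 ± 10.1 FPKM in zmte1-2 (SD, n = 3; log2 fold change 5.82, SE 0.36, limma adjusted p = 0.00320). Indole-3-glycerol phosphate lyase (GRMZM2G015892), which releases indole, stood at 9.96 ± 7.76 FPKM in WT and 119 ± 73.4 FPKM in zmte1-2 (SD, n = 3; log2 fold change 3.61, SE 0.82, limma adjusted p = 0.0242). A resorcinol O-methyltransferase (GRMZM2G311036) rose from 46.1 to 363 FPKM. Cytochrome P450 93A3 (GRMZM2G329029) rose from 4.51 to 41.8 FPKM. In the authors' deposited table 3600 of the 5546 genes are lower and 1946 higher. All 3 zmte1-2 libraries lay below all 3 WT libraries in 2706 of these genes and above them in 632, together 60.2%, where chance gives 10% for genes not chosen on these libraries, as the authors' called genes were. At an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, limma called 1887 lower and 407 higher genes. The direction depends on the scaling, since median-of-ratios rescaling of the listed genes moved the median log2 fold change by 1.00, from -1.08 to -0.0767. It left 200 lower and 590 higher genes. This rescaling assumes no overall shift among the listed genes, all of which the authors had called, most of them lower. The move of the median was therefore fixed in advance, and the listed genes alone cannot decide which scaling is right. The count depends on single libraries, with 2 genes called without zmte1-2 library 1, 3 without WT library 3, 158 without WT library 1, 775 without zmte1-2 library 3 and 2754 without zmte1-2 library 2. Without both WT library 1 and zmte1-2 library 2, an alternative chosen after seeing the data, 1788 genes were lower and 755 higher.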

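The deposited table assigns 199 of its genes to the KEGG pathway of plant hormone signal transduction, and 52 of these carry an orthology of the auxin branch. In the authors' deposited table, 131 of the 199 are lower in zmte1-2 and 68 higher, a share of 65.8% lower beside 64.9% of all listed genes (Fisher's exact test, two-sided, adjusted p = 0.884 over 28 KEGG groups). Of 11 genes assigned to JAZ proteins, repressors of jasmonate signalling, 10 are higher in that table (adjusted p = 0.00293 from Fisher's exact test), and of 20 assigned to the brassinosteroid receptor BRI1, 19 are lower (adjusted p = 0.0335 from the same test). On the genes that limma called, the same test gave an adjusted p of 0.313 for JAZ and 1 for BRI1. Outside the hormone pathway, antenna proteins also passed among the 28 groups (21 of 21 lower in that table, adjusted p = 0.00293 from Fisher's exact test). Phenylpropanoid biosynthesis passed with a smaller share of lower genes, 142 of 250 or 56.8%, beside 64.9% of all listed genes (adjusted p = 0.0465, same test). Each had an adjusted p of 1 on the genes that limma called. Over the genes limma tested, 2 of 9 JAZ genes rose and none fell, and 10 of 14 genes with the BRI1 orthology fell and none rose (limma, adjusted p under 0.05). The 20 BRI1 genes were taken by orthology alone. Whether their protein descriptions name a brassinosteroid receptor was not checked. JAZ genes also moved within the genotypes. Over 6 tested members by description, zmte1-2 library 2 was higher than libraries 1 and 3, by a median log2 difference of 2.07. WT library 1 was higher than libraries 2 and 3, by 2.49. JAZ was among families picked from the most extreme genes of zmte1-2 library 2, so the 2.07 partly reflects that choice. Of 146 tested genes of the pathway, 58 fell, 5 rose and the others did not pass. The groups other than auxin were chosen after their counts were seen, and genes of a pathway are not independent.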

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis revealed that 200 auxin signalling‐related genes are present in the DEG dataset (Figure S3). Given the important role of auxin in regulating cell elongation and cell division (Du and Spalding, 2020), the down‐regulated auxin cluster genes in *zmte1‐2* (Figure 4a) might contribute to developmental phenotypes in these mutants.

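Most of the auxin genes that passed the test fell in zmte1-2, as did 85.0% of all genes that limma called. Their direction did not stand apart from that of the other called genes (unadjusted p = 0.758 from Fisher's exact test). Of 42 tested genes with an auxin orthology in the hormone pathway, 19 fell and 2 rose (limma, adjusted p under 0.05). Among Aux/IAA genes, early targets and repressors of auxin response, 3 of 10 fell and 1 rose (also 3 and 1 adjusted over the list alone), but 1 was lower and 1 higher with a pseudocount of 0.1 or 0.01, and 1 lower and 0 higher without the FPKM minimum. Among SAUR genes 9 of 22 fell and 1 rose (also 9 and 1 adjusted over the list alone). Aux/IAA-transcription factor 5 (GRMZM5G809195) stood at 3.33 ± 0.340 FPKM in WT and 0.600 ± 0.641 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.94, SE 0.42, limma adjusted p = 0.0215). Auxin-induced protein 15A (GRMZM2G420812), a SAUR, stood at 37.4 ± 17.3 FPKM in WT and 8.48 ± 3.57 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.07, SE 0.53, limma adjusted p = 0.0303). SAUR52 (GRMZM2G042429) fell by 2.49 on the log2 scale and IAA2 (GRMZM2G079957) by 1.52. GRMZM2G159285, a member of the Aux/IAA list by its orthology, rose from 41.2 to 95.4 FPKM. Of 5 auxin response factors tested, 4 fell (4 adjusted over the list alone), among them ZmARF4 (GRMZM2G034840, chromosome 2 from 3342917 to 3349175) at 4.76 ± 0.257 FPKM in WT and 0.760 ± 0.221 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.08, SE 0.30, limma adjusted p = 0.0114). A receptor described as transport inhibitor response 1-like (GRMZM2G398848) fell by 1.54 on the log2 scale, with 2 of 3 receptors lower (3 adjusted over the list alone). ABC transporter B family member 19 (GRMZM2G072850) stood at 16.2 ± 4.11 FPKM in WT and 3.04 ± 0.515 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.22, SE 0.37, limma adjusted p = 0.0131). Of 3 tested genes with the orthology of the AUX1/LAX influx carriers 2 fell, among them auxin import carrier 1 (AIC1, GRMZM2G129413) at 32.4 ± 9.61 FPKM in WT and 8.57 ± 6.24 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.13, SE 0.66, limma adjusted p = 0.0442). In the authors' deposited table 39 of the 52 auxin genes are lower, 75.0% beside 64.9% of all listed genes (adjusted p = 0.290 from Fisher's exact test). The set test camera placed none of the auxin lists it tested apart from the other listed genes. It was run only on lists with at least 5 tested genes, so not on the lists of receptors and influx carriers. Several of these genes in zmte1-2 library 2 lay nearer to WT than in libraries 1 and 3, as the plot by library shows. The 19 lower and 2 higher genes became 3 lower and 3 higher after median-of-ratios rescaling. That rescaling assumes no overall shift among the listed genes, most of which are lower. It therefore moves the auxin genes up with the others and cannot decide their direction. The lower ones became 0 without WT library 3 or zmte1-2 library 1, 3 without WT library 1, 11 without WT library 2, and 7 without zmte1-2 library 3, while 27 were lower and 8 higher without zmte1-2 library 2. Without both WT library 1 and zmte1-2 library 2, a choice made after seeing the data, 24 fell and 7 rose. From the lower auxin genes and the role of auxin in cell elongation and division, the paper proposes that they contribute to the developmental phenotypes of zmte1-2.

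**Figure D1:**
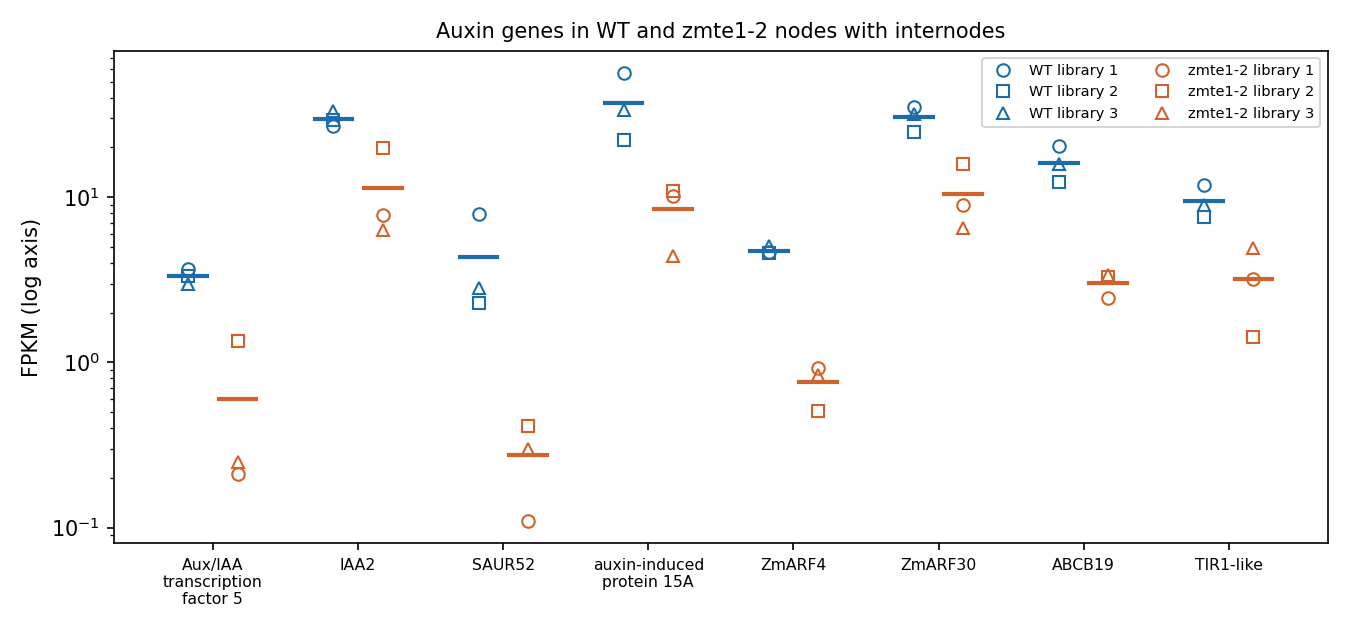
FPKM (log axis) of 8 auxin genes in the 3 WT and 3 zmte1-2 libraries. Each symbol is 1 library and each bar the mean of a genotype. ZmARF4 lies between 4.57 and 5.05 FPKM in WT and between 0.51 and 0.93 FPKM in zmte1-2.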

**Figure 4:**
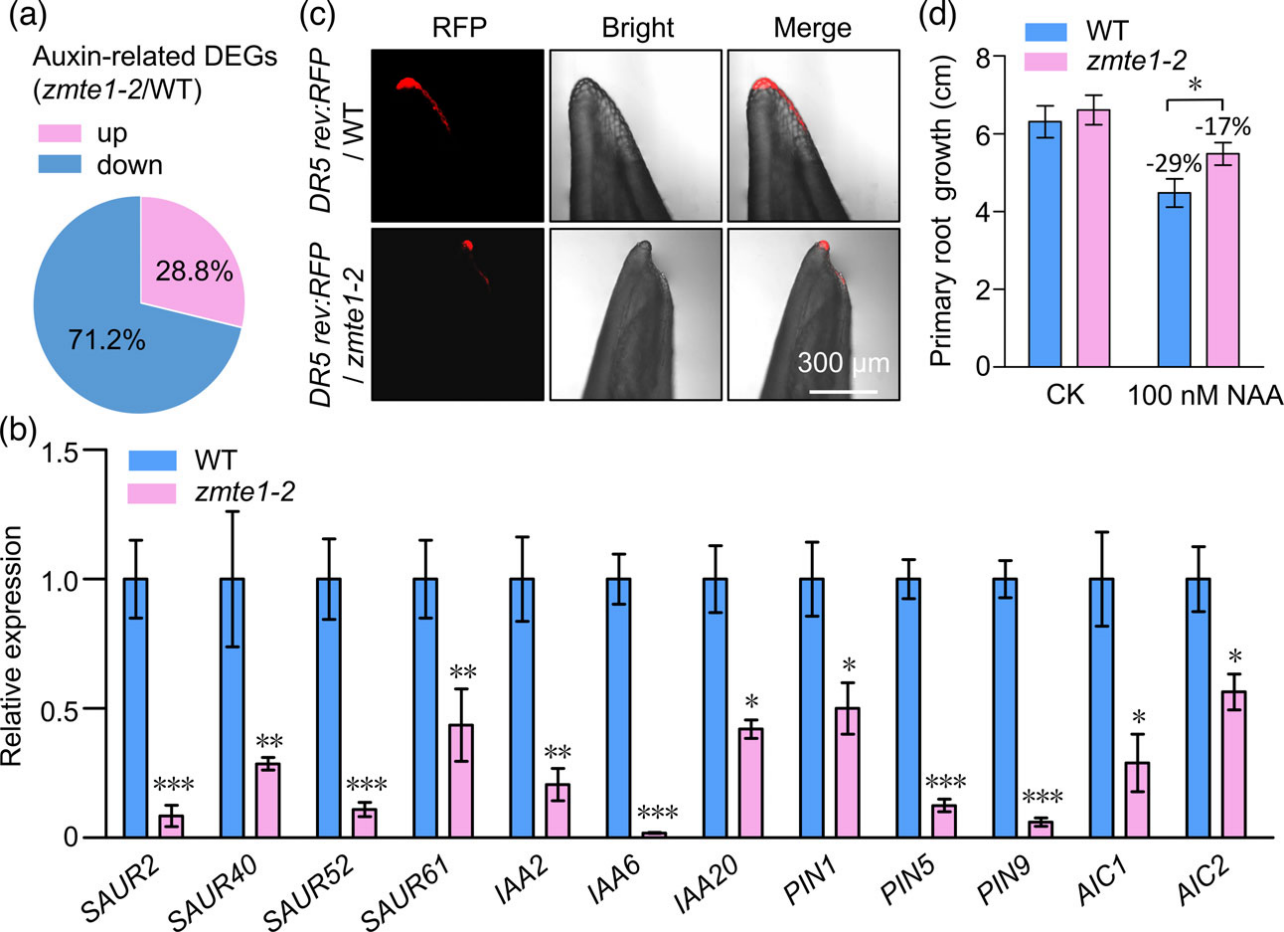
ZmTE1 maintains auxin signalling. (a) Auxin‐related DEGs (*zmte1‐2*/WT) from RNA‐seq analysis. (b) qRT to measure the relative expression of auxin signalling‐related genes, including *SAURs*, *Aux/IAAs*, *PINs*, and *AICs*. Data are shown as mean ± SE (Student’s *t* test, *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). (c) RFP signal in the SAM of two‐week‐old *DR5rev:RFP*/WT and *DR5rev:RFP*/*zmte1‐2* plants. (d) Primary root growth in WT and *zmte1‐2* mutant treated with or without 100 nM NAA for 48 h. Data are shown as mean ± SE (Student’s *t* test, *P ≤ 0.05; n ≥ 15).

*Aux/IAAs* and *SAURs* are auxin rapidly induced genes (Abel and Theologis, 1996) which are usually used as marker genes for the auxin signalling response. In subsequent detailed qRT validation experiments, all these genes were significantly down‐regulated in *zmte1‐2* (Figure 4b), confirming a decrease in auxin signalling response in *zmte1‐2*. More directly, we introduced the maize *DR5 rev:RFP* (auxin response marker) to *zmte1‐2* to visually observe auxin signalling intensity at SAM. The results showed that RFP fluorescence intensity was significantly decreased in *zmte1‐2* (Figure 4c), suggesting that ZmTE1 plays an important role in the maintenance of essential auxin signalling at SAM. To further confirm the positive regulation of auxin signalling by ZmTE1, we verified whether inhibition of root elongation by high concentrations of auxin was weakened in *zmte1‐2*. Consistent with our hypothesis, auxin‐mediated inhibition of root elongation was significantly reduced when *ZmTE1* function was lost (Figure 4d), reinforcing the important role of *ZmTE1* in auxin signalling. It is also worth mentioning that some auxin transporter genes were also significantly reduced in *zmte1‐2* mutant plants (Figure 4b), implying that ZmTE1 may enhance auxin signalling by regulating auxin transport. Specifically, *PIN1* has been reported to play an important role in regulating auxin distribution during SAM development (Carraro *et al*., 2006). Down‐regulation of *PIN1* expression in *zmte1‐2* suggests that the abnormal development of the SAM may be due to disruption of auxin distribution and insufficient auxin signalling (Figure 4b). There was no significant difference in the expression of auxin synthesis genes between WT and *zmte1‐2* (Excel S2), indicating that ZmTE1‐mediated regulation of auxin signalling could be independent of auxin synthesis. 

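1 gene of the auxin synthesis list is among the 5546 listed genes, GRMZM2G066345, which carries the orthology of tryptophan aminotransferase, an enzyme of auxin synthesis. It stood at 0.557 ± 0.144 FPKM in WT and 0.133 ± 0.0289 FPKM in zmte1-2 (SD, n = 3), with every zmte1-2 library below every WT library, and is named after its values were seen. Its protein description is uninformative, and in the authors' deposited table it is lower. No auxin synthesis gene reached the minimum FPKM for the test, so none is counted as changed. Without that minimum limma called GRMZM2G066345 lower (log2 fold change -0.73, adjusted p = 0.0420). The deposited table holds only genes that the authors called, so the expression of other auxin synthesis genes was not analysed here.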

In summary, ZmTE1 positively regulates auxin signalling.

### ZmTE1 regulates the expression of cell division‐ and cell elongation‐related genes

To further investigate the molecular mechanism underlying cell division and cell elongation defects in *zmte1‐2*, we carefully analysed the RNA‐seq data again. 

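Most cell cycle genes that passed the test fell in zmte1-2, as did 85.0% of all genes that limma called. Of 90 tested genes of the cell cycle lists 32 fell and 1 rose (limma, adjusted p under 0.05), and 16 of 97 were lower without the FPKM minimum. D-type cyclins, which drive entry into the cell cycle, fell in 4 of 4 cases (4 adjusted over the list alone), such as CYCD6 (GRMZM2G050933) at 11.2 ± 3.55 FPKM in WT and 2.52 ± 0.914 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.94, SE 0.42, limma adjusted p = 0.0215). CYC15 (GRMZM2G006721) stood at 18.8 ± 2.20 FPKM in WT and 7.44 ± 1.31 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.29, SE 0.35, limma adjusted p = 0.0351). Of 10 A- and B-type cyclins 5 fell and none rose (6 and 1 adjusted over the list alone). CYCA3-1 (GRMZM2G178215) fell by 1.16 on the log2 scale. CYCB2-4 (GRMZM2G061287) stood at 6.96 ± 1.02 FPKM in WT and 2.52 ± 2.18 FPKM in zmte1-2 (SD, n = 3) and did not pass (log2 fold change -1.55, SE 0.55, limma adjusted p = 0.0565). Of 7 cyclin-dependent kinases 2 fell (2 adjusted over the list alone). CDK12 (GRMZM2G084347), outside that list, did not pass (log2 fold change -1.17, SE 0.42, limma adjusted p = 0.0563). Of 23 genes of mitosis and cytokinesis 6 fell (0 adjusted over the list alone), among them kinesin-like protein KIN-7G (GRMZM2G338928), a microtubule motor, at 2.31 ± 0.681 FPKM in WT and 0.670 ± 0.370 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.29, SE 0.36, limma adjusted p = 0.0353). The replication clamp proliferating cell nuclear antigen 2 (GRMZM2G108712) stood at 51.4 ± 11.3 FPKM in WT and 21.6 ± 7.44 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.26, SE 0.42, limma adjusted p = 0.0497). Of 4 replication genes 2 fell (3 adjusted over the list alone). Of 42 genes of the histone list 13 fell and 1 rose (40 and 1 adjusted over the list alone; 4 and 1 without the FPKM minimum, 24 and 1 without the mean-variance trend), with a gene of the linker histone H1 type (GRMZM2G401308) at 911 ± 191 FPKM in WT and 376 ± 97.3 FPKM in zmte1-2 (SD, n = 3). Against the other listed genes camera placed the histone list lower (adjusted p = 0.0405, and 0.925 with an estimated correlation), and no other cell cycle list that it tested. The lists of D-type cyclins and of replication were too small for it. How the cyclins and kinases that the paper names were chosen is not stated. The choice may rest on these samples, so they are not taken as independent evidence. After median-of-ratios rescaling 0 cell cycle genes were lower and 3 higher. That rescaling assumes no overall shift among the listed genes, so it cannot decide the direction of these genes. Without WT library 1, WT library 3 or zmte1-2 library 1, 0 cell cycle genes were lower. The count was 14 without WT library 2, 12 without zmte1-2 library 3, and 27 lower and 3 higher without both WT library 1 and zmte1-2 library 2, the last chosen after seeing the data.

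**Figure D2:**
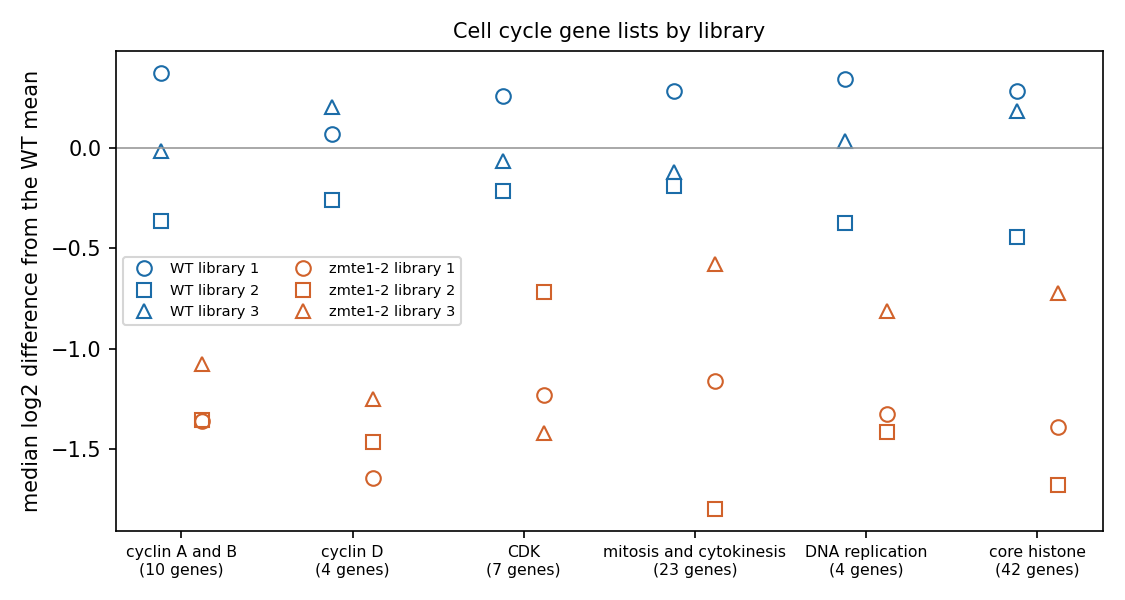
Median log2 difference from the WT mean for 6 cell cycle lists. Each symbol is 1 library. For the histone list (core histone, with linker histones) the zmte1-2 libraries lie at -1.39, -1.68 and -0.72.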

A number of cell cycle‐related genes, including *CYCAs*, *CYCBs*, and *CDKs*, were significantly down‐regulated in *zmte1‐2* (Figure S4a). This result suggests that normal meristem cell division requires the maintenance of ZmTE1, which is consistent with meristem developmental defects observed in *zmte1‐2* (Figure 3d). 

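Xyloglucan endotransglucosylase/hydrolase genes that passed the test fell in zmte1-2, as did 85.0% of all genes that limma called. The direction of expansins depended on the libraries used and on the scaling. Of 12 xyloglucan endotransglucosylase/hydrolase genes, whose products cut and rejoin xyloglucan, 6 fell and none rose (limma, adjusted p under 0.05; 6 adjusted over the list alone). XTH12 (GRMZM5G886185) stood at 9.19 ± 3.52 FPKM in WT and 0.717 ± 0.592 FPKM in zmte1-2 (SD, n = 3; log2 fold change -3.02, SE 0.48, limma adjusted p = 0.0127). A more abundant member (GRMZM2G166944) stood at 116 ± 29.1 FPKM in WT and 29.2 ± 19.3 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.12, SE 0.53, limma adjusted p = 0.0288). Of 17 expansins, proteins that loosen the wall, 5 fell and 1 rose (also 5 and 1 adjusted over the list alone). The authors' deposited table has 13 of its 23 expansins higher. Expansin-B4 (GRMZM2G103672) stood at 3.82 ± 1.08 FPKM in WT and 1.18 ± 0.568 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.38, SE 0.39, limma adjusted p = 0.0363). Beta-expansin 1a (GRMZM2G082520) stood at 143 ± 57.5 FPKM in WT and 377 ± 216 FPKM in zmte1-2 (SD, n = 3) and did not pass (log2 fold change 1.22, SE 0.66, limma adjusted p = 0.133). Of 13 extensins, structural wall proteins, 2 fell and none rose (1 adjusted over the list alone). EXT (GRMZM2G081790) stood at 1.53 ± 0.276 FPKM in WT and 0.447 ± 0.307 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.15, SE 0.32, limma adjusted p = 0.0357). The other, leucine-rich repeat extensin-like protein 4 (GRMZM2G436730), stood at 11.0 ± 4.37 FPKM in WT and 1.80 ± 0.467 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.26, SE 0.43, limma adjusted p = 0.0167). After median-of-ratios rescaling 5 xyloglucan endotransglucosylase/hydrolase genes were lower and 1 higher, 0 expansins lower and 1 higher, and 1 extensin lower and 2 higher. That rescaling assumes no overall shift among the listed genes, so the change of counts under it cannot decide a direction. None of the 3 lists had a lower gene without WT library 3 or without zmte1-2 library 1, and 2 genes, both xyloglucan endotransglucosylase/hydrolases, were lower without WT library 1. Without zmte1-2 library 2, 8 expansins were lower and 6 higher, and 3 extensins lower and 4 higher. Without both WT library 1 and zmte1-2 library 2, a choice made after seeing the data, 4 expansins were lower and 7 higher, 2 extensins lower and 5 higher, and 8 xyloglucan endotransglucosylase/hydrolases lower and 0 higher.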

Consistent with cell elongation defects in *zmte1‐2*, genes linked to cell elongation, including *SAURs*, *EXPANSIONs*, and *EXTs*, also showed significantly decreased expression in *zmte1‐2* (Figure 4b; Figure S4b). In addition, some genes that negatively regulate cell elongation, such as *PEROXIDASEs* (*PERs*) (Knoller *et al*., 2010), were significantly up‐regulated (Figure S4b). These results indicate that ZmTE1 is a necessary maintenance factor for cell elongation, consistent with the observed shortening of internodes and mesocotyls in *zmte1‐2* (Figure 2a, h). It has been well documented that auxin can promote cell elongation by up‐regulating the expression of *SAURs*, *EXPANSIONs*, and *EXTs* (Du *et al*., 2020), and down‐regulating the expression of *PERs* (Knoller *et al*., 2010), supporting the idea that auxin signalling is essential for ZmTE1‐induced cell elongation. 

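Among the peroxidases that the paper names, the gene listed for PER and PRX47 (GRMZM2G048474) rose in zmte1-2, at 0.827 ± 0.506 FPKM in WT and 4.11 ± 2.60 FPKM in zmte1-2 (SD, n = 3; log2 fold change 1.70, SE 0.52, limma adjusted p = 0.0428). PER1 (GRMZM2G070603) was listed at 0.34, 0.33 and 0.14 FPKM in WT and at 0.44, 0.23 and 3.32 FPKM in zmte1-2. PER5 (GRMZM2G149273) was listed at 0.15, 0.15 and 0.83 FPKM in WT and at 0 in the 3 zmte1-2 libraries. PERL2 (GRMZM2G451097), PER1 and PER5 were too weakly expressed for the test. How the authors chose the peroxidases that the paper names is not stated, and the choice may rest on these samples. Of 71 tested class III peroxidases, enzymes that can cross-link cell walls, 25 fell and 3 rose (limma, adjusted p under 0.05). Adjusted over the list alone the counts were also 25 and 3. Among all genes that limma called, 85.0% were lower. The peroxidase GRMZM5G898755, an abundant member, stood at 732 ± 225 FPKM in WT and 168 ± 81.9 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.22, SE 0.56, limma adjusted p = 0.0288). Peroxidase GRMZM2G108207 stood at 58.7 ± 36.0 FPKM in WT and 289 ± 240.3 FPKM in zmte1-2 (SD, n = 3) and did not pass (log2 fold change 1.45, SE 1.44, limma adjusted p = 0.375). The authors' deposited table has 45 of 100 class III peroxidases higher and 55 lower. After median-of-ratios rescaling, which assumes no overall shift among the listed genes, 6 were lower and 11 higher. It moves peroxidases up with the other listed genes, so it cannot decide their direction. Without WT library 3 or zmte1-2 library 1, 0 were lower. There were 4 lower without WT library 1, 16 without WT library 2, 14 without zmte1-2 library 3, 37 lower and 16 higher without zmte1-2 library 2, and 36 lower and 15 higher without both WT library 1 and zmte1-2 library 2, the last chosen after seeing the data.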

In summary, ZmTE1 maintains meristem formation and internode elongation through auxin‐mediated regulation of cell division and cell elongation.

### ZmTE1 interacts with ZmPP2Ac‐2 and ZmWEE1

To further elucidate how ZmTE1 regulates cell elongation, cell division, and intercalary meristem formation, we used ZmTE1 as a bait protein to screen a maize cDNA library. We identified four proteins as ZmTE1 interacting partners, ZmMBR1, ZmARF32, ZmWEE1, and ZmPP2Ac‐2 (Figure 5a). AtMBR1 (GRMZM2G165044, designated ZmMBR1 in this study), an E3 ligase homolog AtMED25‐BINDING RING‐H2 PROTEIN1, has been reported to promote flowering (Inigo *et al*., 2012). ZmARF32 is homologous to the transcription factor AtARF17, as a ZmTE1 binding partner. AtARF17 has been reported to play a key role in anther dehiscence and pollen wall pattern formation (Xu *et al*., 2019). Neither of these proteins are likely be involved in internode cell elongation or cell division at the meristem. ZmWEE1 is a homolog of the WEE1 kinase which acts as a cell cycle G2/M check point to inhibit cell cycle operation in response to DNA replication stress (Velappan and Signorelli, 2017) and is one of the potential binding partners of ZmTE1. In addition, ZmPP2Ac‐2 was also found to interact with ZmTE1 based on yeast two‐hybrid analysis. ZmPP2Ac‐2 is homologous to the phosphatases AtPP2A‐C3 and AtPP2A‐C4 which promote auxin polar transport by increasing PIN1 polar localization through dephosphorylation. These phosphatases have been reported to regulate cell elongation and meristem formation (Ballesteros *et al*., 2013). We also confirmed the interaction between ZmTE1 and ZmWEE1 and ZmPP2Ac‐2 using bimolecular fluorescence complementation (BiFC) and co‐immunoprecipitation (CoIP) assays in tobacco leaf epidermal cells (Figure 5b, c).

**Figure 5:**
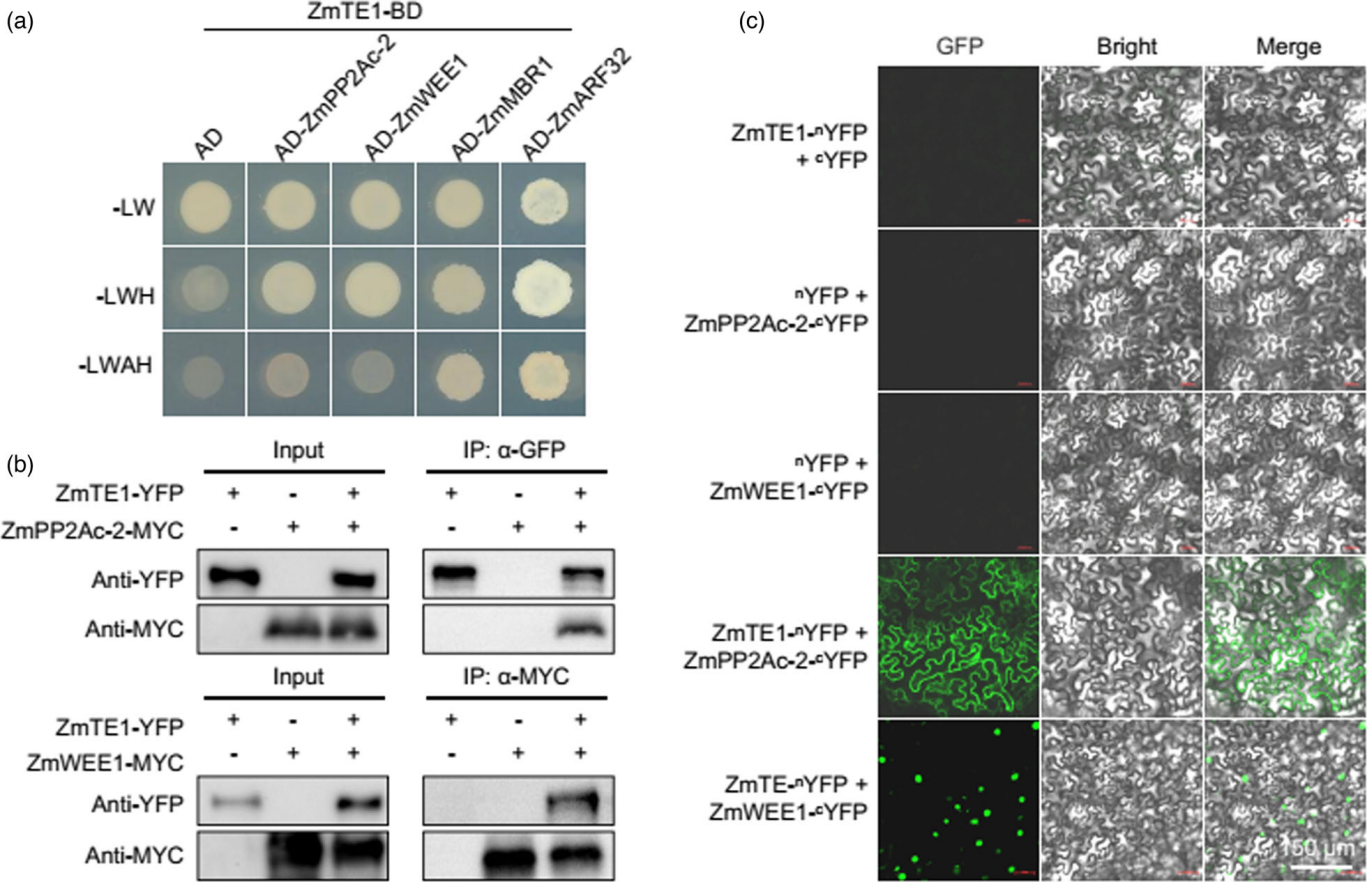
ZmTE1 interacts with ZmPP2Ac‐2 and ZmWEE1. (a) ZmTE1 interacts with ZmPP2Ac‐2, ZmWEE1, ZmMBR1, and ZmARF32 in yeast. (b) Co‐IP assays in *Arabidopsis* mesophyll protoplasts verify the interaction between ZmTE1 and ZmWEE1 or ZmPP2Ac‐2. (c) BiFC assay performed in *N. benthamiana* leaves to verify the interaction between ZmTE1 and ZmWEE1 or ZmPP2Ac‐2.

### ZmWEE1 and ZmPP2Ac‐2 regulate phosphorylation status and subcellular localization of ZmTE1

Since ZmWEE1 kinase and ZmPP2Ac‐2 phosphatase both interact with ZmTE1, we speculate that ZmWEE1 and ZmPP2Ac‐2 might affect the function of ZmTE1 through regulating phosphorylation and dephosphorylation, respectively. To test this hypothesis, we conducted *in vivo* phosphorylation experiments in *Arabidopsis* protoplasts. Co‐transformation of ZmWEE1 with ZmTE1 resulted in the appearance of an additional protein band, which was removed upon calf intestinal alkaline phosphatase treatment (CIAP) (Figure 6a), arguing that this protein was phosphorylated ZmTE1. Notably, ZmWEE1‐mediated phosphorylation of ZmTE1 was also eliminated by ZmPP2Ac‐2 (Figure 6a), indicating that ZmTE1 can be phosphorylated and dephosphorylated by ZmWEE1 and ZmPP2Ac‐2, respectively. These data confirm that these factors have opposing effects on ZmTE1 phosphorylation and may tune ZmTE1 function through opposing regulation of this post translational modification.

**Figure 6:**
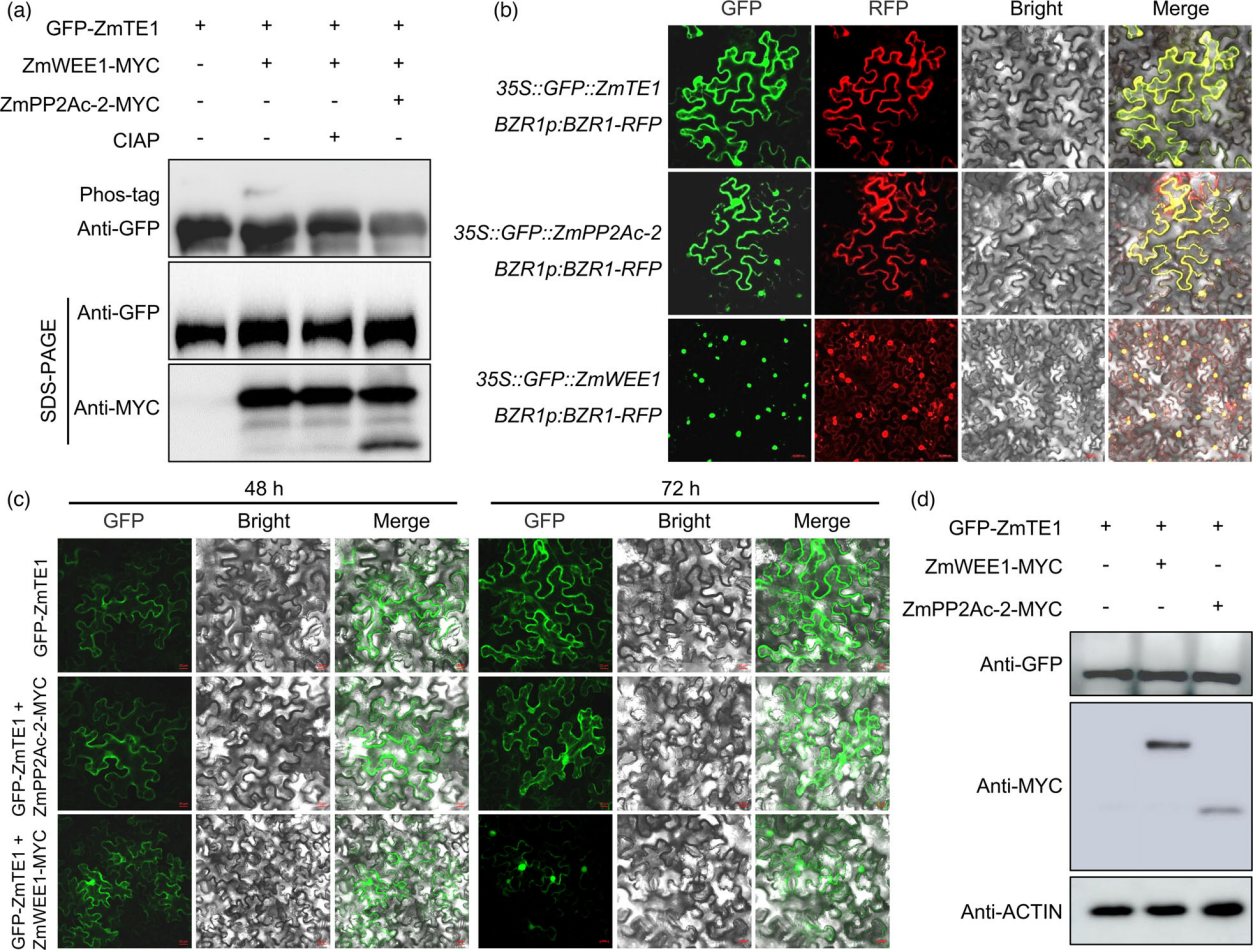
ZmWEE1 and ZmPP2Ac‐2 control the subcellular localization of ZmTE1 through phosphorylation status. (a) ZmTE1 and ZmPP2Ac‐2 phosphorylate and dephosphorylate ZmTE1, as seen using *in vivo* phosphorylation assays in *Arabidopsis* mesophyll protoplasts. (b) Subcellular localization analysis of ZmTE1, ZmWEE1, and ZmPP2Ac‐2 performed in *N. benthamiana* leaves. *BZR1p:BZR1‐RFP* indicates cytoplasmic vs. nuclear localization. (c) Localization of ZmTE1 is regulated by ZmWEE1 and ZmPP2Ac‐2 in a co‐transformation assay in *N. benthamiana* leaves. (d) Co‐transformation assay performed in *N. benthamiana* leaves detects whether the protein stability of ZmTE1 is regulated by ZmWEE1 and ZmPP2Ac‐2.

Phosphorylation modifications can affect protein stability, activity, subcellular localization, or interaction with other proteins (Yu *et al*., 2019; Zhang *et al*., 2021). Given that the fluorescence of ZmTE1‐ZmPP2Ac‐2 was observed in both cytoplasm and nucleus, while the fluorescence of ZmTE1‐ZmWEE1 was specifically observed in the nucleus (Figure 5c), we speculate that ZmTE1 phosphorylation alters the subcellular localization of ZmTE1. In the subsequent subcellular localization analysis, both ZmTE1 and ZmPP2Ac‐2 were found to localize to the cytoplasm and nucleus, while ZmWEE1 was specifically localized in the nucleus (Figure 6b). However, in the co‐transformation experiments, ZmWEE1 almost completely confined ZmTE1 to the nucleus (Figure 6c), implying that phosphorylated ZmTE1 prefers to be localized to the nucleus. Consistent with this hypothesis, in the presence of ZmPP2Ac‐2, the de‐phosphorylated ZmTE1 tended to localize to the cytoplasm (Figure 6c). Furthermore, co‐transformation of ZmWEE1‐ZmTE1 or ZmPP2Ac‐2‐ZmTE1 did not affect protein levels of ZmTE1 (Figure 6d), indicating that ZmTE1 phosphorylation primarily affects its subcellular localization rather than protein stability. Considering the consistent roles of ZmPP2Ac‐2 and ZmTE1 in regulating auxin transport, cell elongation, and meristem formation (Awotunde *et al*., 2000; Ballesteros *et al*., 2013; Yue *et al*., 2016), as well as the opposite roles of ZmWEE1 and ZmTE1 in regulating the cell cycle (Velappan *et al*., 2017), ZmPP2Ac‐2‐mediated dephosphorylation of ZmTE1 and nuclear export might promote auxin signalling, cell division, cell elongation, and meristem formation, while ZmWEE1 may inhibit ZmTE1 function.

## Discussion

Plant height impacts lodging and is therefore pivotal in determining crop yield. This is especially true for maize and rice, where height depends on the number of nodes and the length of internodes (Tsuda *et al*., 2017; Zhang, Sun, *et al*., 2018). To elucidate the molecular mechanism underlying intercalary meristem formation and intercalary cell elongation, we screened an EMS‐induced maize mutant library and identified a dwarf mutant *zm66* with shorter internodes and increased node numbers. The dwarf phenotype of *zm66* was characterized as being caused by a mutation in *ZmTE1*, which is known to encode a key factor in maize height regulation (Veit *et al*., 1998). Our studies further show that ZmTE1 regulates maize height through the regulation of auxin signalling, cell division, cell elongation, and intercalary meristem formation.

Since ZmPP2Ac‐2, like ZmTE1, regulates auxin signalling, cell elongation, and meristem formation (Awotunde *et al*., 2000; Ballesteros *et al*., 2013; Yue *et al*., 2016), we examined the role of this phosphatase, and the opposing kinase, ZmWEE1 (Velappan *et al*., 2017). Our data argue that ZmPP2Ac‐2 and ZmWEE1 may have positive versus negative effects on ZmTE1 function through direct protein interactions. In addition, ZmWEE1 restricts ZmTE1 specifically to the nucleus, while ZmPP2Ac‐2 and ZmTE1 promote cytoplasmic localization (Figure 6b, c). Nuclear vs. cytoplasmic localization of ZmTE1 may therefore be key to regulating its function. By regulating this subcellular localization, ZmPP2Ac‐2 and ZmWEE1 may regulate the ability of ZmTE1 to promote cell division, cell elongation, and meristem formation. Cell division and cell elongation are necessary for plant growth, which means that shuttling of ZmTE1 from the cytoplasm to the nucleus may occur under normal conditions. However, since ZmWEE1 is linked to shutting down cell division during DNA damage to allow time for DNA repair (Velappan *et al*., 2017), ZmWEE1‐mediated inhibition of ZmTE1‐mediated cell cycle may therefore be especially important during DNA damage. Upon DNA damage repair and recovery of plant growth, this subcellular restriction will also be relieved, as ZmTE1 phosphorylation is erased by ZmPP2Ac‐2 (Figure 6a).

Mmi1 is an RNA‐binding protein crucial for the removal of hazardous meiosis‐specific mRNAs during the mitotic cell cycle (Yamanaka *et al*., 2010). It has been reported that Mei2, a yeast homologue of ZmTE1, can suspend mitosis and initiate meiosis by inhibiting Mmi1 function after entering the nucleus from cytoplasm (Mukherjee and Futcher, 2018). This argues that Mei2 in the nucleus reduces cell division. If nuclear ZmTE1 in maize inhibits cell division, expression of relevant genes should be significantly increased in *zmte1‐2*, which is not the case (Figure S4a). We therefore hypothesize that transfer of ZmTE1 (which contains an RNA recognition motif) to the cytoplasm does not remove inhibition of genes related to cell division, but instead transfers the mRNAs of these genes to the cytoplasm to accelerate their translation. Unfortunately, limited by the low sensitivity of methods for mRNA detection, we were unable to isolate ZmTE1‐bound mRNAs from ZmTE1‐GFP proteins expressed in *Arabidopsis* protoplasts.

Yeast two‐hybrid experiments argue that ZmTE1 interacts with seven ZmARFs members (Figure 5A and S5), which are core transcription factors linked to auxin signalling (Chandler, 2016). Considering the significant decrease in auxin signalling caused by loss of *ZmTE1* function (Figure 4a‐c), ZmTE1 may positively regulate auxin signalling. Therefore, the interaction between ZmTE1 and ZmARFs seems to enhance the expression of auxin responsive genes, a specific mechanism that remains open for exploration in future studies.

In summary, a working model has been proposed to illustrate how ZmTE1 promotes plant height by regulating intercalary meristem formation and internode cell elongation in maize (Figure 7). ZmTE1 might indirectly control the transcription of genes related to cell cycle, cell elongation, and auxin signalling, thereby increasing the concentration of these mRNAs in the nucleus. ZmPP2Ac‐2 probably maintains the transfer of ZmTE1 from the nucleus to the cytoplasm through dephosphorylation, which simultaneously brings these bound mRNAs into the cytoplasm and enhances the translation of these mRNAs into functional proteins. On the contrary, ZmWEE1 phosphorylates ZmTE1 and restricts these bound mRNAs to the nucleus. However, the exact direct target mRNAs of ZmTE1 and the fine‐tuning balance of ZmTE1 activity by ZmWEE1 and ZmPP2Ac‐2 remain to be further investigated in the future.

**Figure 7:**
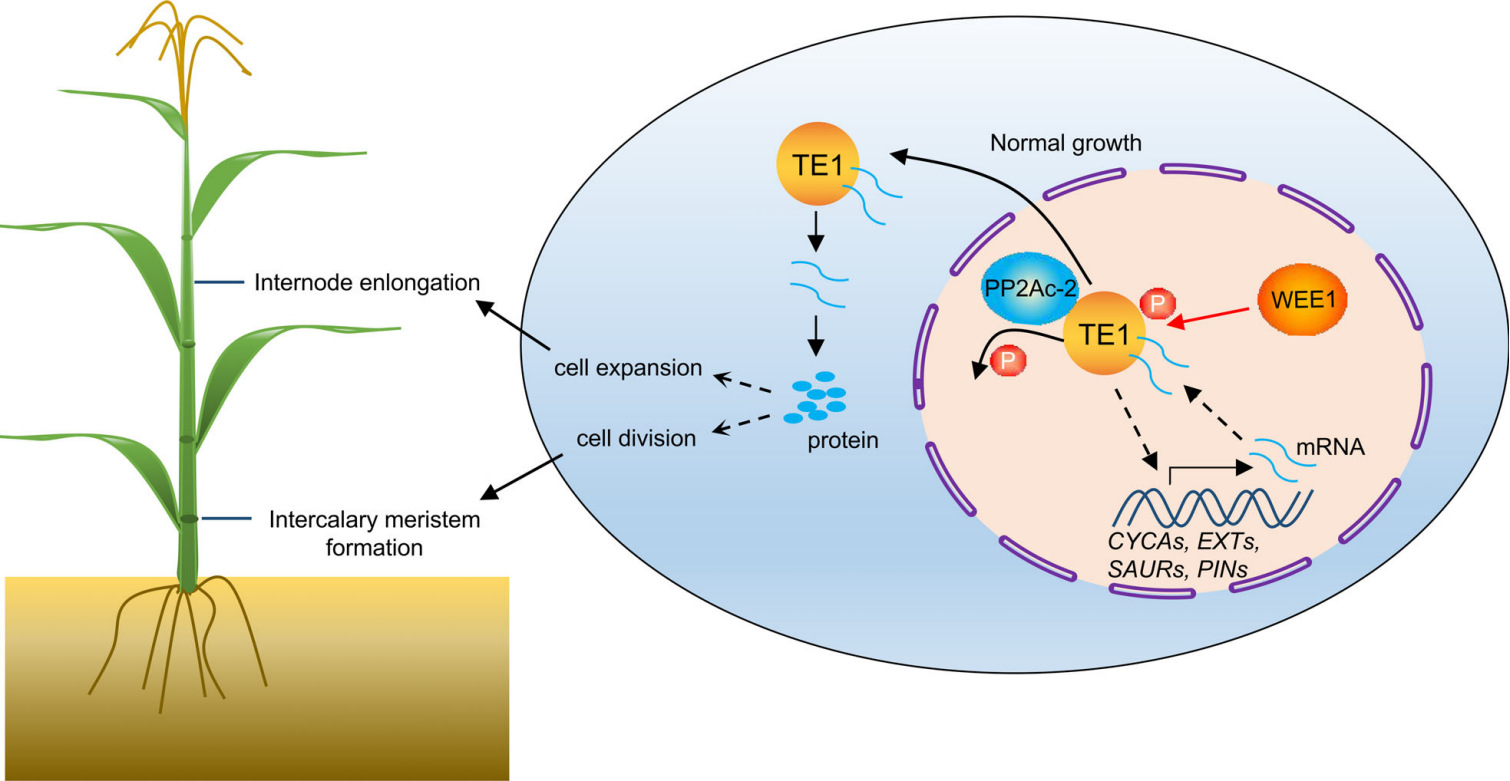
ZmWEE1 and ZmPP2Ac‐2 regulate ZmTE1 function through phosphorylation. Schematic model for ZmTE1 regulation of plant height. Under normal conditions, ZmTE1 promotes the expression of cell division‐ and cell elongation‐related genes, thus increasing levels of these mRNAs in the nucleus. In contrast, ZmPP2Ac‐2 maintains transfer of ZmTE1 from the nucleus to cytoplasm through dephosphorylation, which may bring bound mRNAs to the cytoplasm, thus increasing protein levels from these transcripts. Vigorous cell elongation and cell division accelerate internode elongation and normal internode meristem formation, respectively, which maintain normal plant growth. However, ZmWEE1 phosphorylated ZmTE1 restricts it to the nucleus, resulting in the restriction of the normal processes of cell division and cell elongation.

## Materials and methods

### Dwarf mutant screening and *ZmTE1* gene identification

About 12 000 EMS‐induced maize mutants obtained from (Lu *et al*., 2018) were screened for phenotypes, including plant height, in the field. A dwarf mutant *zm66* (*zmte1‐2*) was isolated and backcrossed with wild‐type B73. F1 plants were self‐pollinated, and F2 plants were grown in the field, where plant height was measured in 80‐day‐old plants. We crossed *zmte1‐2* and *zmte1‐1* from the mutant library (https://www.maizegdb.org/) to check for allelism, based on the phenotype of F1 plants. Exome capture‐based MutMap (EcMutMap) (Lu *et al*., 2018) is an improved method of MutMap that is a way of rapid gene identification in rice through crossing mutants to WT (Abe *et al*., 2012; Takagi *et al*., 2013). In brief, the DNA of 40 F2 seedlings showing the dwarf phenotype was extracted using the CTAB method and was mixed in an equimolar fashion, which was then subjected to EcMutMap by a GAIIx device (Illumina). Filtered reads were mapped onto the WT reference sequence using MAQ software (Li and Ruan, 2008). Polymorphisms were validated by sequencing the amplicons derived from each of the 40 templates and calculating the cross‐over rate (Zhang, Lu, *et al*., 2018). Where the variant site was associated with a pair of G/A or C/T peaks, crossing‐over in one of the two homologs was inferred; a single peak corresponding to G or C was interpreted as the occurrence of crossing‐over in both homologs, while a single A or T peak suggested that no crossing‐over had occurred. The crossing‐over rate (G/G+A or C/C+T) of each mutant was calculated. Mutants unlinked to the dwarf phenotype or located on different chromosomes were expected to segregate 1:1; those fully linked to the causative locus were not expected to segregate with respect to the phenotype. Variants at a position on the same chromosome (chromosome 3 in this study) linked to the causative locus were expected to be partially linked. The allelic status of *ZmTE1* was obtained by resequencing in each of the mutants, and the primers used for this assay are listed in Table S1.

### Response of primary root growth to exogenous NAA treatment

WT and *zmte1‐2* seeds were surface‐sterilized with 5% (W/V) NaClO for 30 min and washed with sterile water three times. After that, the seeds were grown hydroponically in a 28 °C/25 °C (day/night) chamber at ~60% relative humidity under a 16‐h‐light/8‐h‐dark photoperiod (~100 µmol m^‐2^ s^−1^). The culture solution, 0.5 × Hoagland liquid solution [0.51 g/L KNO_3_, 0.82 g/L Ca(NO_3_)_2_, 0.49 g/L MgSO_4_⋅7H_2_O, 0.136 g/L KH_2_PO_4_, 0.6 mg/L FeSO_4_, 2.86 mg/L H_3_BO_3_, 1.81 mg/L MnCl_2_⋅4H_2_O, 0.08 mg/L CuSO_4_⋅5H_2_O, 0.22 mg/L ZnSO_4_⋅7H_2_O, and 0.09 mg/L H_2_MoO_4_⋅4H_2_O], was renewed every two days. The three‐day‐old seedlings with primary root lengths of approximately 5 cm were treated with 100 nm NAA for 48 h.

### Phylogenetic analysis

To build a phylogenetic tree, Mei2‐like proteins in *Schizosaccharomyces pombe, Zea mays*, *Oryza sativa,* and *Arabidopsis* were aligned by ClustalX (Yu *et al*., 2020). The phylogenetic tree was built using this alignment output based on a neighbour‐joining method in MEGA7.

### Phenotype analysis and cytological observation

The phenotypes of *zmte1* mutants were analysed in detail, recording plant height, the number and length of nodes, the size and number of leaves, the length of the mesocotyl, and the size and weight of seeds. To measure cell size, mature leaves at the ear position of three individuals were sampled from *zmte1‐1*, *zmte1‐2*, and WT, respectively. The lower epidermal cells on the central region of the leaf were observed using an Olympus BX53 microscope. Three fields were observed for each leaf, and ~30 cells per field were measured. The average length of measured cells from five leaves was used to represent cell size for each genotype, and cell size was calculated using Image J software.

### RNA‐Seq, qRT‐PCR, and tissue expression pattern analysis

Three nodes from the last brace root of four‐week‐old WT and *zmte1‐2* mutant were collected for RNA isolation using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The purified RNA was sent to BGI (Shenzhen, China) for RNA‐seq analysis. Differentially expressed genes were identified using the thresholds *P‐value* ≤ 0.05 and |log^2^| ≥ 1. To visualize the auxin‐signalling response in the SAM, a maize transgene marker line carrying *DR5 rev:RFP* (Gallavotti *et al*., 2008) was crossed with the *zmte1‐2* mutant, and two‐week‐old seedlings of *DR5 rev:RFP/zmte1‐2* and *DR5 rev:RFP/*WT were scanned for the strength of RFP signal.

To analyse the expression of *ZmTE1* in different maize tissues, two‐week‐old primary roots, seminal roots, crown roots, crown root internode, mesocotyl, SAM, and six‐week‐old brace roots, three nodes and internodes, leaves, tassel, and ear were collected from WT plants. The RNAs from different tissues were extracted using the TRIzol reagent, and the expression of *ZmTE1* in different tissues was analysed using the qRT‐PCR assay. For qRT‐PCR, RNA was isolated from the nodes of WT and *zmte1‐2* and reverse‐transcribed using a Transcriptor First Strand cDNA Synthesis kit (Roche, Basel, Switzerland), following the manufacturer’s protocol. qRT‐PCR was performed in a MyiQTM Real‐time PCR Detection System (Bio‐Rad, Hercules, CA, USA) using ChamQ SYBR Color qPCR Master Mix (Q411, Vazyme, Nanjing, China). The *ZmACTIN* and *ZmGAPDH* genes were used as the reference controls. Primers used for qRT‐PCR are listed in Table S1.

### Paraffin section and *in situ* hybridization

SAM tissue from 14‐day‐old *zmte1* and WT plants was fixed in a solution containing 4% paraformaldehyde at 4 °C for 16 h, then washed twice with 1× PBS, and dehydrated through an ethanol series, that was then substituted with xylene, embedded in Paraplast Plus (Sigma‐Aldrich), and sectioned to a thickness of 8 mm. Plant tissue sections were stained with toluidine blue for histological observation, and the slides were imaged using an Olympus BX53 microscope.

*In situ* hybridization was performed as previously described (Zhou *et al*., 2011). In brief, we constructed sense and antisense RNA probes as follows. Primer sets for *ZmTE1* and *ZmKN1* were used to amplify 461 bp and 570 bp fragments, which were then cloned into *pSPT18* vector and linearized with *Hind*III and *EcoR*I, respectively. Sense and antisense probes were then synthesized using SP6 and T7 RNA polymerase, respectively, with Digoxigenin (Digoxigenin‐11‐UTP, Roche Diagnostics) as a label. Finally, standard paraffin sections were prepared and *in situ* hybridization performed as in a previous study (Zhou *et al*., 2011).

### Yeast two‐hybrid screen of cDNA library and protein interaction validation

Total RNA was extracted from 14‐day‐old WT seedlings, and genomic DNA was removed after DNaseI treatment. cDNA was synthesized using the SMART cDNA Library Construction Kit (Clontech) and sent to Takara (Osaka, Japan) to construct the cDNA library. The yeast two‐hybrid assay was performed according to the manufacturer’s manual and the Matchmaker GAL4 Two‐Hybrid System 3 (Takara, Osaka, Japan). The *CDS* of *ZmTE1* were cloned into the bait plasmid *pGBKT7* (BD), and yeast‐two‐hybrid screening was conducted according to the manufacturer’s instructions. To confirm the identified protein–protein interactions, the CDS of candidate genes were cloned into the *pGADT7* (AD). BD‐ZmTE1 and the AD‐candidate fusions (empty vector was used as negative control) were transferred together into yeast Y2HGold using the PEG/LiAc method. After culturing on synthetic medium plates (SD medium) lacking Trp and Leu (‐LW) for two days, the transformants were transferred onto SD‐Trp‐Leu‐His (‐LWH) and SD‐Trp‐Leu‐His‐Asp (‐LWAH) for an additional three or four days. Primers used in this assay are listed in Table S1.

### Co‐immunoprecipitation

The *ZmWEE1*, *ZmPP2Ac‐2*, and *ZmTE1* genes were cloned into the *pCAMBIA1390‐7Myc‐6HIS* or *pEareyGate 101‐YFP* vectors to generate the *35S::ZmTE1‐Myc*, *35S::ZmTE1‐YFP*, *35S::ZmPP2Ac‐2‐Myc*, and *35S::ZmWEE1‐YFP* plasmid, respectively. Constructs were then transformed into *Arabidopsis* mesophyll cells for transient protein expression. Co‐immunoprecipitation (Co‐IP) was performed according to a previous study (Lv *et al*., 2020). In brief, *Arabidopsis* mesophyll cells were harvested and lysed in cell lysis buffer (0.5 mm EDTA; 10 mm Tris‐HCl; pH 7.5; 0.5% NP‐40; 1 mm PMSF; 150 mm NaCl) on ice for 30 minutes with pipetting every 10 minutes. Cell lysates were centrifuged, and the supernatant was incubated with MYC‐Trap magnetic agarose beads (Chromotek, catalog number ytma20, Germany) at 4 °C for 2 h. The beads were washed three times with dilution buffer (10 mm Tris‐HCl; pH 7.5; 150 mm NaCl; 0.5 mm EDTA) and then re‐suspended in SDS loading buffer. The re‐suspended beads were boiled for 10 minutes followed by western blotting using anti‐MYC (Abclonal, catalog number AE010, Wuhan, China) or anti‐GFP (TransGen Biotech, catalog number HT801‐02, Beijing, China) antibody.

### Bimolecular fluorescence complementation and subcellular localization analysis

To generate the constructs for the bimolecular fluorescence complementation (BiFC) assays, full‐length CDS of *ZmPP2Ac‐2*, *ZmWEE1*, and *ZmTE1* were amplified and cloned into the *p2YN* and *2YC* vector for fusion with the N‐terminus and C‐terminus of YFP by linearizing with *Pac*I and *Asc*I, respectively. The plasmids were introduced into the *Agrobacterium* strain GV3101, which was injected into four‐week‐old *N. benthamiana* leaves with MMA medium (50 mm MES, 10 mm MgCl_2_, 20 µM acetosyringone, pH 5.6) for transient protein expression (Yu *et al*., 2019). The tobacco epidermal cells were then imaged by Confocal Laser Scanning Microscopy LSM880 (Zeiss, Germany) at 488 nm. Three biological repetitions were analysed for each combination, and the combination with empty vector was used as the negative control. For subcellular localization analysis, we cloned the CDS of *ZmPP2Ac‐2*, *ZmWEE1*, and *ZmTE1* into *pB7WGF2* vector using the LR reaction to generate the *35S::GFP‐ZmPP2Ac‐2*, *35S::GFP‐ZmWEE1*, and *35S::GFP‐ZmTE1* constructs, followed by transformation into GV3101. Then, GV3101 carrying *35S::GFP‐ZmPP2Ac‐2*, *35S::GFP‐ZmWEE1*, or *35S::GFP‐ZmTE1* and GV3101 harbouring *BZR1p:BZR1‐RFP* (used as nucleus and cytoplasm localization markers) were transformed together into *N. benthamiana* leaves. Fluorescence was assessed using the Zeiss LSM 880 confocal microscope (Zeiss, Germany).

### Phosphorylation and dephosphorylation assays *in vivo*

To identify whether ZmWEE1 and ZmPP2Ac‐2 affect the phosphorylation state of ZmTE1, GFP‐ZmTE1, ZmWEE1‐MYC, and ZmPP2Ac‐2‐MYC were transformed into *Arabidopsis* mesophyll protoplasts. The protoplasts were harvested and lysed in cell lysis buffer (0.5 mm EDTA; 10 mm Tris‐HCl; pH 7.5; 0.5% NP‐40; 1 mm PMSF; 150 mm NaCl) on ice for 30 min with pipetting every 10 min. Cell lysates were centrifuged, and the supernatant of ZmTE1 together with ZmWEE1 was treated with calf intestinal alkaline phosphatase (CIAP) at 30℃ for 30 min. At last, the supernatants were boiled for 10 min at 99 °C. The phosphorylated and dephosphorylated TE1 was separated and detected using phos‐tag (Yu *et al*., 2019). Anti‐GFP antibody (TransGen Biotech, catalog number HT801‐02) detected the protein level and phosphorylation of ZmTE1; the protein level of ZmWEE1‐MYC and ZmPP2Ac‐2‐MYC was detected using anti‐MYC antibody (Abclonal, catalog number AE010).

### Statistical analysis

Statistical analysis was performed using the Student’s *t* test (*P < 0.05, **P < 0.01, and ***P < 0.001) or one‐way ANOVA (*P* < 0.05; LSD and Duncan test). All experiments were repeated at least three times, and the data are shown as mean ± standard error (SE).

## Accession number

The RNA‐seq data are available in the Gene Expression Omnibus database under accession number GSE181794.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Author contributions

Z.D. and C.L. conceived research plan; F.W. and M.W. performed experiments; X.D.L. assisted in experiments; F.W., Z.Y., and M.Z. analysed the data and made the figures; X.Z., Y.L., B.T., and X.L. provided some important suggestions; and F.W., Z.Y., C.L., and Z.D. wrote the manuscript. All authors read and approved the final manuscript.

## Supporting information

**Figure S1**. Phylogenetic analysis of ZmTE1
**Figure S2**. Node length analysis of the zmte1‐1 and zmte1‐2
**Figure S3**. KEGG analysis based on the DEGs from RNA‐seq
**Figure S4**. ZmTE1 regulates the expression of cell division‐ and cell elongation‐related genes
**Figure S5**. ZmTE1 interacts with ZmARFs in Y2H assay
**Table S1**. The primers used in this study
**Excel S1.** Variable nucleotides identified from the exome capture‐based sequencing assay
**Excel S2.** The DEGs in RNA‐seq

# Supplementary material for: ZmTE1 promotes plant height by regulating intercalary meristem formation and internode cell elongation in maize
**Source:** Plant Biotechnol J. 2021 Nov 9;20(3):526–37. doi: 10.1111/pbi.13734
**Supplement:** Supplementary file 1 — Figure S1. Phylogenetic analysis of ZmTE1 Figure S2. Node length analysis of the zmte1‐1 and zmte1‐2 Figure S3. KEGG analysis based on the DEGs from RNA‐seq Figure S4. ZmTE1 regulates the expression of cell division‐ and cell elongation‐related genes Figure S5. ZmTE1 interacts with ZmARFs in Y2H assay Table S1. The primers used in this study Excel S1. Variable nucleotides identified from the exome capture‐based sequencing assay Excel S2. The DEGs in RNA‐seq

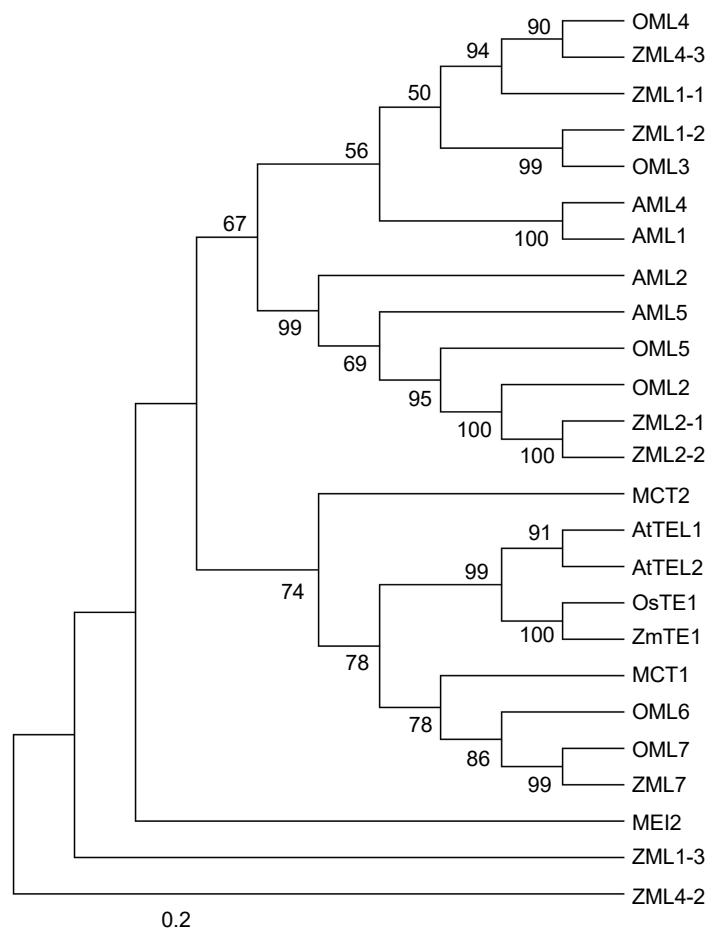

Figure S1. Phylogenetic analysis of *ZmTE1*

Phylogenetic tree analysis of Mei2-like proteins in maize, rice and *Arabidopsis* showed the similarity and homology relationship between *ZmTE1* and the Mei2-like proteins.

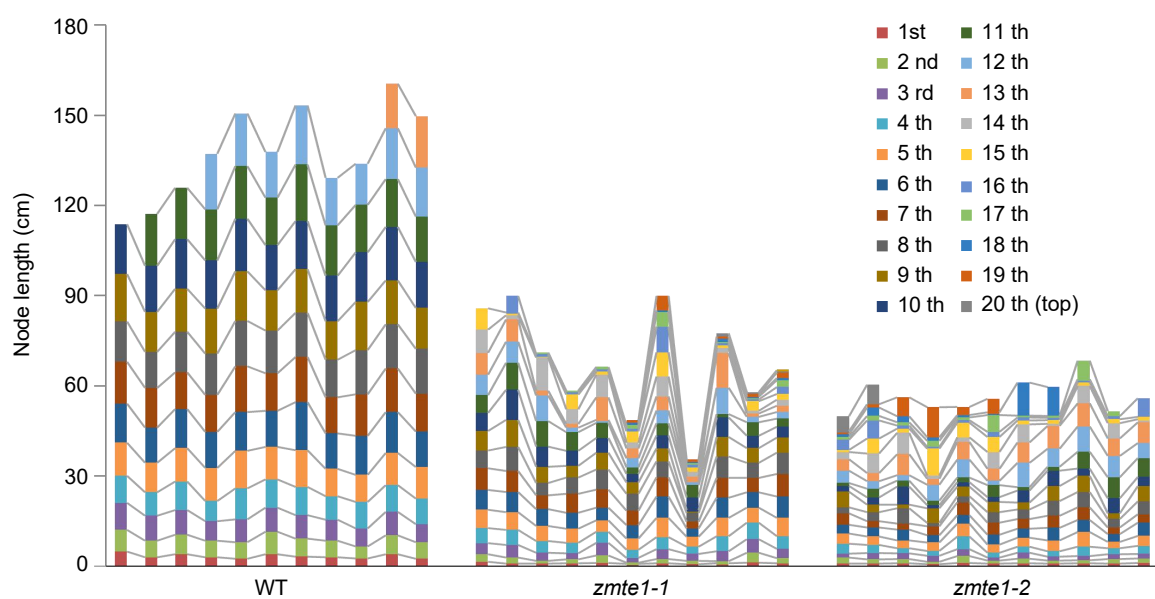

Figure S2. Node length analysis of the *zmte1-1* and *zmte1-2*

The analysis of the length of all the nodes in 11 separate individuals not only reflected that the length of the nodes in *zmte1-1* and *zmte1-2* mutants was shortened, but also reflected that the shortening occurred randomly at different nodes.

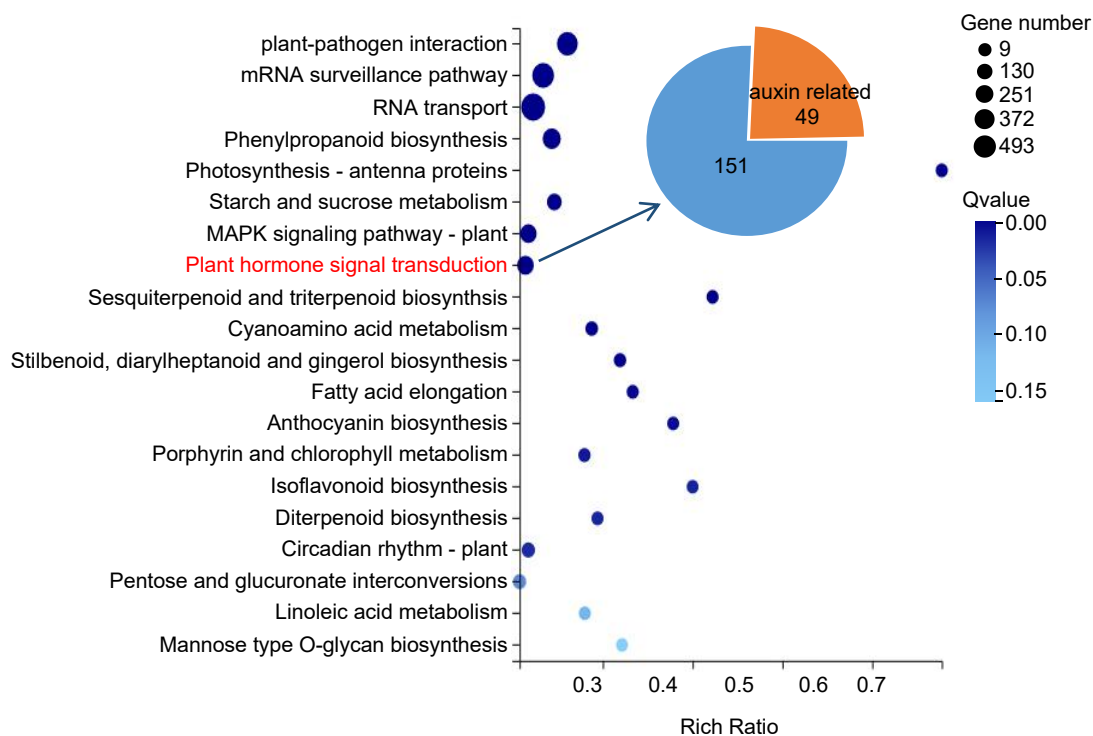

Figure S3. KEGG analysis based on the DEGs from RNA-seq

Among 5,546 DEGs, the “Plant hormone signal transduction” related gene cluster contained 200 members, among which 49 auxin related members were included.

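By orthology, the 52 auxin genes of the hormone pathway in the deposited table are 26 SAUR, 11 Aux/IAA, 7 ARF, 3 TIR1-type, 3 AUX1/LAX and 2 GH3 genes. In the authors' deposited table 22 of the SAUR genes, 6 of the Aux/IAA genes, 5 of the ARF genes and all of the TIR1-type and AUX1/LAX genes are lower in zmte1-2, and both GH3 genes are higher. Of the 52 genes, 40 have a protein description that names an auxin family and 12 have an uninformative one.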

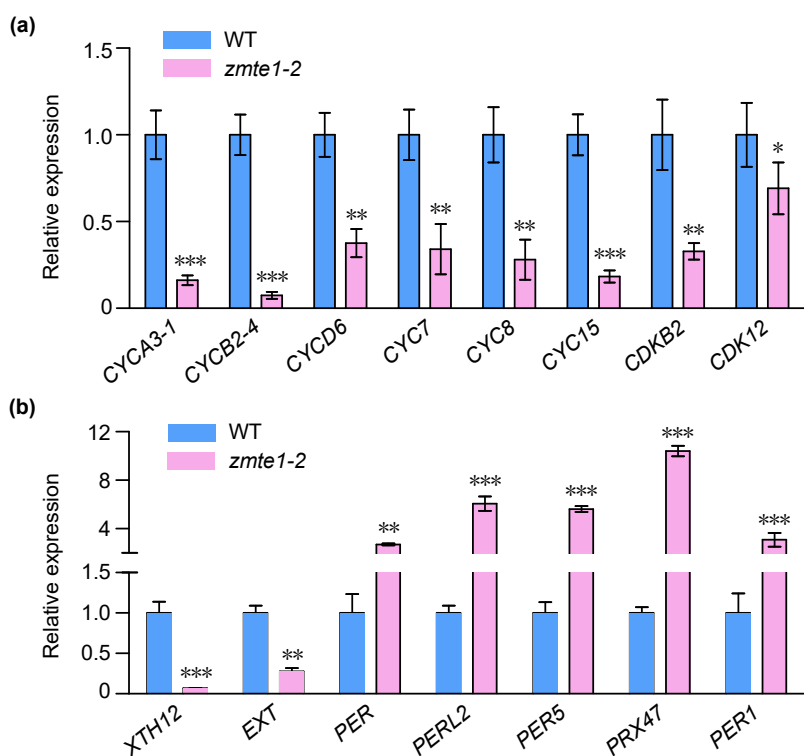

Figure S4. ZmTE1 regulates the expression of cell division and cell elongation related genes

(a) The expression of cell cycle related genes verified in qRT assay.

(b) The expression of cell expansion related genes verified in qRT assay.

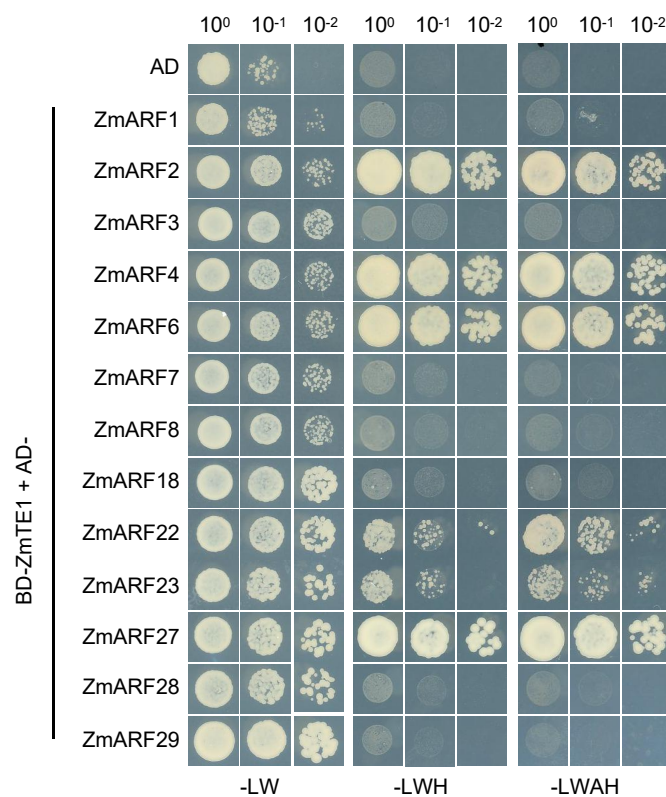

Figure S5. ZmTE1 interacts with ZmARFs in Y2H assay
 The interaction between ZmTE1 and the ZmARF family members.

Table S1. Primers used in this study

Purpose	Gene ID	Name	Sequence (5'-3')
Yeast<br>Two-Hybrid<br>Assay	GRMZM2G085113	ZmTE1-F	ATGGAGGGTGGGGGAGGGAG
	GRMZM2G085113	ZmTE1-R	GTCGTCGTAGCCAAGCCG
	GRMZM5G878541	ZmWEE1-F	ATGCCCCCGCCGCCGCCG
	GRMZM5G878541	ZmWEE1-R	ATGCCCCCGCCGCCGCCG
	GRMZM2G108355	ZmPP2A-F	ATGAGCAGCCCGCATGGC
	GRMZM2G108355	ZmPP2A-R	GACACCTGACTATTTCTGTGA
	GRMZM2G165044	ZmMBR1-F	ATGGCTCGAAATAATGAGGGCC
	GRMZM2G165044	ZmMBR1-R	TGCAAAGCGGCCGCGGCC
	GRMZM2G169820	ZmARF1-F	ATGGAGGCGCCGGGGACGAGCTC
	GRMZM2G169820	ZmARF1-R	GAGGGTCACCGGCGACTAGAAA
	GRMZM2G153233	ZmARF2-F	ATGAAGGAGGTGGCCGAGGAA
	GRMZM2G153233	ZmARF2-R	AGCCATGTACTCGACGAGAGG
	GRMZM2G078274	ZmARF3-F	ATGAGCTCCTCGTCCGCGGCCAGCA
	GRMZM2G078274	ZmARF3-R	AGATAGGTAGCGTGGATCGTTTCC
	GRMZM2G034840	ZmARF4-F	ATGATGACGTCTCTGTACGAG
	GRMZM2G034840	ZmARF4-R	AGCCATTTCATGCAGTCGTT
	GRMZM2G122614	ZmARF6-F	ATGCCCCCATCGCTGGAGCC
	GRMZM2G122614	ZmARF6-R	TTCAACTATGTGTGGATCCTT
	GRMZM2G475263	ZmARF7-F	ATGGCGCAAGGAGCAGGAC
	GRMZM2G475263	ZmARF7-R	GGATGGGAAGAGGGACTAT
	GRMZM2G352159	ZmARF8-F	ATGGCGGCGGCTGCCTGCG
	GRMZM2G352159	ZmARF8-R	GGCCTTCTTGCACTTCTG
	GRMZM2G035405	ZmARF18-F	ATGTGGCTTCGAGATACCGC
	GRMZM2G035405	ZmARF18-R	TCCCAACTCGACCGAACCGA
	GRMZM2G089640	ZmARF22-F	ATGTCTCATTGCCTTGTCAGGA
	GRMZM2G089640	ZmARF22-R	CTGCCAAGGGTCGTGCCCCA
	GRMZM2G441325	ZmARF23-F	ATGGGGATTGATCTCAACGCC
	GRMZM2G441325	ZmARF23-R	TATCCCAAGGGAGCAGCACA
	GRMZM2G160005	ZmARF27-F	CGTCGCTCTCGCTGCCCCCT
	GRMZM2G160005	ZmARF27-R	GGCCCTCCATGCATTTGCGT
	GRMZM2G006042	ZmARF28-F	ATGGTGGCGGCTGCAGCG
	GRMZM2G006042	ZmARF28-R	CTGACTGGACAAGTTAGCG
	GRMZM2G086949	ZmARF29-F	ATGATGGCCTCCTCGCAGGAGAA
	GRMZM2G086949	ZmARF29-R	AGCTATTTGGATGCAGTCGTTCAAG
	GRMZM2G475882	ZmARF30-F	ATGAGCTCCTCGTCCGCG
	GRMZM2G475882	ZmARF30-R	AGATAGGTAGCGTGGATCGTT
	GRMZM2G181254	ZmARF32-F	CGAGAAGAGCCGAAGAGGGC
	GRMZM2G181254	ZmARF32-R	CCTTCGTGCTTCGAGTTGCGT
	GRMZM2G179121	ZmARF33-F	ATGGCGACGCAGCAACCG
	GRMZM2G179121	ZmARF33-R	GGAGGAGGGAGGAGCTCG
	GRMZM2G081158	ZmARF34-F	ATGAACCTCTCCCCGCC
	GRMZM2G081158	ZmARF34-R	GTAGTCCAGAGGCACCAC

Purpose	Gene ID	Name	Sequence (5'-3')
qRT<br>auxin related genes	GRMZM2G156470	SAUR2-F	TGCCTTAGCACCCCTGTCTT
	GRMZM2G156470	SAUR2-R	AGGCTCCTCTCCTGAGCAAA
	GRMZM2G042741	SAUR40-F	TGCGGAGGAGTTTGTTTCA
	GRMZM2G042741	SAUR40-R	AGCTTGATTGCTGACAAGGC
	GRMZM2G042429	SAUR52-F	TCAGGGAGCTCCTGCAAAATG
	GRMZM2G042429	SAUR52-R	TGAGCAAGCACATGGCGTA
	GRMZM2G156451	SAUR61-F	GTACGCCATGTGTTTGCTCA
	GRMZM2G156451	SAUR61-R	AATCTGCTGTCTGGCTCGTG
	GRMZM2G079957	IAA2-F	GGGTGTTCTGTGAAGGTGAGC
	GRMZM2G079957	IAA2-R	GAGAAGCAGAGGAACATGGCT
	GRMZM5G825707	IAA6-F	CATGCCGGTGATTGACAGC
	GRMZM5G825707	IAA6-R	CGTCGCTCGACATGTAGGTA
	GRMZM5G864847	IAA20-F	CCGGCTACGACACGCTAA
	GRMZM5G864847	IAA20-R	TCGTCTGCTCTCGTACACCA
	GRMZM2G098643	PIN1-F	GCGCAAACCTCATCCGTAACC
	GRMZM2G098643	PIN1-R	TGGACTTGAGGATGATCGCC
	GRMZM2G025742	PIN5-F	AACCCCAACACGTACGCC
	GRMZM2G025742	PIN5-R	GCCCGACTTGGACATGATGAG
	GRMZM5G859099	PIN9-F	TCCTTGGCCTCATCTGGTCT
	GRMZM5G859099	PIN9-R	GCGCTATGAACGTCCCTGAA
	GRMZM2G129413	AIC1-F	ACAGGCGCTTACGTCATCAA
	GRMZM2G129413	AIC1-R	CACTGGTAGCACTTGCGCA
	GRMZM2G045057	AIC2-F	CACGCCACTCTACTTCGTGT
	GRMZM2G045057	AIC2-R	GTTGATGGGGCCGAAAAACG
qRT<br>cell cycle related genes	GRMZM2G178215	CYCA3-1-F	TCCACCTTGCGGTTTCCTAC
	GRMZM2G178215	CYCA3-1-R	GTCTCCATCTTGACCACTTGC
	GRMZM2G061287	CYCB2-4-F	CAGCAGACGCAGATAAACAGC
	GRMZM2G061287	CYCB2-4-R	GGAGTTGGTCGCCAGTGTAT
	GRMZM2G050933	CYCD6-F	CTTCTTCCTCTCCGCATGCTAT
	GRMZM2G050933	CYCD6-R	GAGAACTCCGCCATCTTCAC
	GRMZM2G073003	CYC7-F	AGCTTGTCGGCGTTTCATCT
	GRMZM2G073003	CYC7-R	GACAGTCAGGTTCCACTCCAG
	GRMZM2G138886	CYC8-F	ATCTGACCGTGCCTACACAA
	GRMZM2G138886	CYC8-R	TACCAAGCAGAGCTCCAGCA
	GRMZM2G006721	CYC15-F	ACCCTCGAGTGGCGGAT
	GRMZM2G006721	CYC15-R	GGATGCTACGGCGATGGTC
	GRMZM2G008327	CDKB2-F	TTGGAGCCACGCACTACTC
	GRMZM2G008327	CDKB2-R	GCCACACCTGTTCTGTTTGG
	GRMZM2G084347	CDK12-F	CGCTTAACAGCGTCTTCTGC
	GRMZM2G084347	CDK12-R	CGTGTTCTCGTCTTCTTGGC
qRT<br>cell expansion related genes	GRMZM5G886185	XTH12-F	CCCATGTACGCCTACTCCAG
	GRMZM5G886185	XTH12-R	GGTCGATGCCGTGGTAGTT
	GRMZM2G081790	EXT-F	AGTTCCGGATGTGGTTCGAC
	GRMZM2G081790	EXT-R	CCACACGCTGGCGTACA
	GRMZM2G048474	PER-F	TCGCCAAGATCGTCACCTTC
	GRMZM2G048474	PER-R	CTTGTTCTGATCTCGCCCG
	GRMZM2G070603	PER1-F	CGCACTGCCCCGTCGTA
	GRMZM2G070603	PER1-R	AGCTCGTGTCTGAAGGTCTTG
	GRMZM2G451097	PERL2-F	CCGACTTCCTGGACAACTCC
	GRMZM2G451097	PERL2-R	AAGTCCTCGTCCCATAGCGT
	GRMZM2G149273	PER5-F	TCGGCAAATTCGGTAACAGG
	GRMZM2G149273	PER5-R	TCTTCTCCTTGCTCTCCGTTGC
	GRMZM2G048474	PRX47-F	GTCTCGTGCGCGGACATC
	GRMZM2G048474	PRX47-R	CCTCTCGAGGCTGGCGAA

Purpose	Gene ID	Name	Sequence (5'-3')
Mutator Mutant confirmation	None	TIR8.1	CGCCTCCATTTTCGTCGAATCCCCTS
	None	TIR8.2	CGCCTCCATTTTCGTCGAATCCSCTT
	None	TIR8.3	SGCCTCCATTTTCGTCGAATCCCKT
	None	TIR8.4	CGCCTCCATTTTCGTCGAATCACCTC
	GRMZM2G085113	ZmTE1-F1	TCGTGGTGCTGGGCCTTGT
	GRMZM2G085113	ZmTE1-R1	TTCAGCCGCCACAGGGTGATG
EMS mutant confirmation	GRMZM2G085113	ZmTE1-F2	TCGTGGTGCTGGGCCTTGT
	GRMZM2G085113	ZmTE1-R1	TTCAGCCGCCACAGGGTGATG
	GRMZM2G324157	GRMZM2G324157-F	TCTACGCCGCCGCTGCGC
	GRMZM2G324157	GRMZM2G324157-R	CTACGCTACGATTGCCTCGC
	GRMZM2G124911	GRMZM2G124911-F	ATGGGCTCCGGGGAGGAGC
	GRMZM2G124911	GRMZM2G124911-R	TCACATCAGTATCGACTCTAA
	GRMZM2G039650	GRMZM2G039650-F	CCCTTCTCCGCCTTCATT
	GRMZM2G039650	GRMZM2G039650-R	TCAGCCATTGCATCTTAC
In situ hybridization probe	GRMZM2G085113	ZmTE1-F3	AAAGGACGAAAGAGCGGGTGG
	GRMZM2G085113	ZmTE1-R3	GCGGCTTGGCTACGACGAC
	GRMZM2G017087	ZmKN1-F	CAAAGAAGAAGAAGAAAGGGAA
	GRMZM2G017087	ZmKN1-R	CAGGTTACGCATACAATACGAC
BiFC	GRMZM2G085113	ZmTE1-F	ATGGAGGGTGGGGGAGGGAG
	GRMZM2G085113	ZmTE1-R	GTCGTCGTAGCCAAGCCG
	GRMZM5G878541	ZmWEE1-F	ATGCCCCCGCCGCCGCCG
	GRMZM5G878541	ZmWEE1-R	ATGCCCCCGCCGCCGCCG
	GRMZM2G108355	ZmPP2A-F	ATGAGCAGCCCGCATGGC
	GRMZM2G108355	ZmPP2A-R	GACACCTGACTATTTCTGTGA
CoIP	GRMZM2G085113	ZmTE1-F	ATGGAGGGTGGGGGAGGGAG
	GRMZM2G085113	ZmTE1-R	GTCGTCGTAGCCAAGCCG
	GRMZM5G878541	ZmWEE1-F	ATGCCCCCGCCGCCGCCG
	GRMZM5G878541	ZmWEE1-R	ATGCCCCCGCCGCCGCCG
	GRMZM2G108355	ZmPP2A-F	ATGAGCAGCCCGCATGGC
	GRMZM2G108355	ZmPP2A-R	GACACCTGACTATTTCTGTGA
Subcelluar localization	GRMZM2G085113	ZmTE1-F	ATGGAGGGTGGGGGAGGGAG
	GRMZM2G085113	ZmTE1-R	GTCGTCGTAGCCAAGCCG
	GRMZM5G878541	ZmWEE1-F	ATGCCCCCGCCGCCGCCG
	GRMZM5G878541	ZmWEE1-R	ATGCCCCCGCCGCCGCCG
	GRMZM2G108355	ZmPP2A-F	ATGAGCAGCCCGCATGGC
	GRMZM2G108355	ZmPP2A-R	GACACCTGACTATTTCTGTGA
qRT<br>Control gene	GRMZM2G046804	ZmGAPDH-F	GTCTCGTCCACCCGTCATCCT
	GRMZM2G046804	ZmGAPDH-R	CCTCCAATGGATCCTCGTTA
	GRMZM2G126010	ZmACTIN1F	GAGCGGGAGATTGTCAGGG
	GRMZM2G126010	ZmACTIN1R	AAGGGATGGTTGGAACAGCA
qRT	GRMZM2G085113	Q-ZmTE1-F	ATCTGCCAAGTGACATACGC
	GRMZM2G085113	Q-ZmTE1-R	GTACTCGTCGCTGTCGCAC

How the deposited data were processed for this re-analysis (not part of the article)

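RNA-seq of nodes, by the labels and the paper's Results together with internodes and by its Methods nodes alone, compared 3 WT (B73) and 3 zmte1-2 maize libraries at 28 days, which the Methods give as 4 weeks. The authors deposited 1 table of 5546 genes, all with an absolute log2 ratio of at least 1. It holds the FPKM of each library, which the authors computed per kilobase of transcript and per library size. It also holds the authors' log2 ratios between the genotypes and the authors' p-values and q-values, the largest q-value being 9.94e-04. The sequencing company is named in the paper. Aligner, counting method, genome build and the test behind the authors' p-values are not given in the sources used here. Genes that the authors did not call were not analysed here, so the adjustment covers listed genes only, and a set test compares a list with other called genes, not with the genome. Since the listed genes were selected on these same libraries, the adjusted p from limma does not give a share of false calls. The table also has 9 columns that compare 1 library with 1 library, which were not used for tests. The labels and the paper name different RNA extraction reagents, and the labels spell the mutant's name in another way. They number the libraries 1 to 3 without saying whether a number is a replicate or a position of the node, and the numbers were taken as replicates.

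From the FPKM, limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend, two-sided) was run on log2(FPKM + 0.5) for the 3987 genes with an FPKM of at least 1 in at least 3 libraries, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The other 1559 genes were not tested. Gene lists were fixed from protein descriptions and KEGG orthology before the data were examined, as were the test, the alternatives and the rule for named genes. Lists with at least 5 tested members were compared with the other tested genes by camera with a preset correlation of 0.01, adjusted over 27 lists, and 3 were called (core histone, which also holds linker histones, lignin and phenylpropanoid, jasmonate), none with an estimated correlation. Fisher's exact test compared the directions of a list's called genes with those of the other called genes, and no list passed at an adjusted p under 0.05 or at an unadjusted p under 0.05. The rule for named genes took each listed gene of the paper's primer table, the 10 largest rises and 10 largest falls among called genes with a described protein, groups that do not overlap and a mean of at least 5 FPKM in the higher group, and in each list the 3 most abundant members and the 2 with the smallest p. It gave 184 genes, of which a part is named. Part of the authors' table, with the strongest falls, could be read as a supplement when the rule was written. Gene names come from the deposited descriptions and the paper, and 4521 of the 5546 gene IDs also matched a RefSeq record, which was used for names only.

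The depth of the libraries is unknown, so no counting interval is given. No pair of libraries held identical values in more than 1.76% of genes, so none is a copy of another, which does not show that they came from separate plants. On simulated data with the spread of these libraries and 3987 genes, limma called 0 of 100 genes changed by a log2 of 1. It called 27 of 100 changed by a log2 of 2, all in the right direction, with 3 false calls. Only these genes were changed in the simulation, so its adjustment was stricter than in the real data, where 1603 genes passed. The shares called therefore do not give the power of the real test. The alternatives were other pseudocounts, other filters, median-of-ratios rescaling, other variance models, the replicate number as a block, each library left out in turn, another list membership and an estimated correlation in camera. Rescaling to the reference genes of the qRT experiments and a count model were not run, since those genes are not among the listed ones and whole reads could not be recovered from the FPKM.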

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

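No test in this part was chosen only after its result was seen. 3 gene lists that the paper does not discuss differed from the other listed genes by camera with a preset correlation, each at an adjusted p of 0.0405, and none of them with an estimated correlation (adjusted p = 0.925 for each). They stand here because they lie in genes outside those the paper discusses. Histones, the proteins that package DNA (the core histone list, which also holds linker histones), had a median log2 fold change of -1.29 over 42 tested genes, and their list median lay below that of all 3 WT libraries in 3 of 3 zmte1-2 libraries, with 13 genes lower and 1 higher (limma, adjusted p under 0.05), which became 0 lower and 1 higher after median-of-ratios rescaling; the adjusted p from camera ran from 0.00703 to 0.925 over the alternatives. The list of lignin and phenylpropanoid genes had a median of 1.05 over 7 tested genes and lay above WT in 3 of 3 zmte1-2 libraries (adjusted p from 0.0103 to 0.925 over the alternatives). In it a phenylalanine ammonia-lyase (GRMZM2G170692), the entry enzyme of the pathway, rose from 27.5 ± 11.0 FPKM in WT to 66.8 ± 12.3 FPKM in zmte1-2 (SD, n = 3; log2 fold change 1.32, SE 0.44, limma adjusted p = 0.0491), a laccase (GRMZM2G388587) fell by 1.64 on the log2 scale, and after rescaling 5 genes were higher and 0 lower. The jasmonate list had a median of 1.11 over 12 tested genes, but lay above WT in 2 of 3 zmte1-2 libraries, at 2.14, -0.19 and 1.88 in libraries 1 to 3, with 0 genes higher and 1 lower (6 higher and 1 lower without zmte1-2 library 2); its adjusted p from camera ran from 0.00848 to 0.925. In it allene oxide synthase 1 (GRMZM2G067225) was listed at 253, 594 and 499 FPKM in WT and 1652, 382 and 1531 FPKM in zmte1-2 (adjusted p = 0.147 from limma). The call of the histone list was lost without WT library 1, WT library 3, zmte1-2 library 1 or zmte1-2 library 2 (adjusted p = 0.181, 0.0886, 0.0554 and 0.232), that of lignin and phenylpropanoid without the same 4 libraries (adjusted p = 0.111, 0.0731, 0.0554 and 0.0695), and that of jasmonate without WT library 1 or zmte1-2 library 1 (adjusted p = 0.158 and 0.0554). After median-of-ratios rescaling none of the 3 lists was called (adjusted p = 0.412, 0.0524 and 0.119), nor was lignin and phenylpropanoid with an FPKM of at least 5 (adjusted p = 0.0848). Among the 10 splits of the 6 libraries into 3 and 3, 7 gave at least the 3 lists of the real split, and the highest other split gave 8 lists; 10 splits are too few for a share under 0.05. No biological or technical explanation was tested for these 3 lists.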

How the results depend on the processing

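The setting without both WT library 1 and zmte1-2 library 2 was chosen only after the result was seen, as were the splits for the 2 counts of changed genes. Under the other pseudocounts and variance models the counts of changed genes (1385 to 1664), of genes at the paper's thresholds (1951 to 2484), of lower auxin genes (15 to 19) and of named genes (92 to 108) stayed within 1.5 times of 1603, 2294, 19 and 99. Without a filter camera called 5 lists and limma 1 auxin synthesis gene. With an FPKM of at least 5, where 2128 genes were tested, 960 genes changed, 1360 at the paper's thresholds, with 11 lower auxin genes. Median-of-ratios rescaling moved the median log2 fold change by 1.00 and left 790 changed genes (25.3% lower, beside 85.0% before), 1236 at the paper's thresholds, 3 lower and 3 higher auxin genes, 1 list and 59 named genes. The sign turned for GRMZM2G045057 (log2 fold change 0.0047), GRMZM5G873455 (0.051), GRMZM2G132116 (0.048) and GRMZM2G021621 (0.17). This rescaling assumes no overall shift among the listed genes, which the authors had called, most of them lower. Changes of direction under it, for single genes or groups, follow from that shift and cannot decide a direction. With an estimated correlation camera called 0 lists. With the replicate block 2 genes changed (1880 at an unadjusted p under 0.05), 0 auxin genes were lower and 2 named genes changed. The numbers showed no clear pairing of the samples, with correlations of deviations from the group mean of -0.305, -0.398 and 0.406. Of the 6 libraries only WT 3 and zmte1-2 3 correlated best with the library of their own number. So few libraries cannot exclude a pairing, and the result under the block stands as it is. Leaving out 1 library in turn, with fewer samples, gave 2 to 2754 changed genes, 1385 to 2788 at the paper's thresholds, 0 to 27 lower auxin genes, 0 to 5 lists and 2 to 141 named genes, the lowest counts of changed genes without zmte1-2 library 1 (2), WT library 3 (3) and WT library 1 (158), then zmte1-2 library 3 (775), and the highest without zmte1-2 library 2. Without both WT library 1 and zmte1-2 library 2, 2543 genes changed and 1 list was called. No alternative to the direction test called a list. The real split gave 1603 changed genes (highest other split 106), 2294 at the paper's thresholds (635) and 19 lower auxin genes (1). Each count was reached by 1 of 10 splits, the real one, and 10 splits are too few for a share under 0.05. The authors had called all listed genes between these same groups, which favoured the real split in advance. The contrast therefore cannot decide whether the counts exceed chance. Of 42 called genes named in the text, 20 passed after rescaling, 19 no longer passed, 1 turned its sign and did not pass, and 2 were not tested; under the replicate block 40 did not pass. By group, the lower genes numbered, without a filter, 16 for the cell cycle (32 with it), 4 for histones (13), 1 for Aux/IAA (3) and 3 for mitosis and cytokinesis (6), and with an FPKM of at least 5, where fewer were tested, 15 for class III peroxidases (25), 4 for SAUR (9), 2 for ARF (4), 1 for A- and B-type cyclins (5), 3 for expansins (5) and 7 for antenna genes (12). Without the trend 24 histone and 4 extensin genes were lower and 6 peroxidases higher (13, 2 and 3 with it), so single groups moved where the totals did not. The 3338 listed genes whose groups do not overlap (chance gives 10% of genes not chosen on these libraries, as these were) were 2572 with the FPKM filter. They stayed 3338 at the authors' Q of at most 0.001, which removes no listed gene, since the largest Q is 9.94e-04. The depth is unknown, so what it limits was not assessed. Where no reason stands beside a shift, the cause was not tested. Rescaling to ZmACTIN1 and ZmGAPDH and a count model were not run.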

Differences from the paper's values

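The setting without both WT library 1 and zmte1-2 library 2 was chosen only after the result was seen. The paper gives 5546 differentially expressed genes at its thresholds of P and fold change. The deposited table lists 5546 genes, and its own p-values and log2 ratios put all of them past these thresholds, while limma called 2294 of them at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1. None of the alternatives set before the data were examined came within 1.5 times of the paper's count (1236 to 2788), nor did the setting without both WT library 1 and zmte1-2 library 2 (2609). The paper's text calls the whole group of hormone pathway genes auxin signalling genes, whereas Fig. S3 counts the auxin genes apart, and here 52 of the 199 genes assigned to that pathway carry an auxin orthology, within 1.5 times of that count. The paper states that auxin synthesis genes did not differ significantly, whereas its table lists GRMZM2G066345, with an orthology of tryptophan aminotransferase, as lower. For this gene limma made a call only without the FPKM minimum (adjusted p = 0.0420). The paper states that expansins decreased and cites figures of qRT, while Table S1 names no expansin among its qRT primers. In its table of RNA-seq 13 of 23 expansins are higher, and limma called 5 lower and 1 higher of 17 tested. These counts cover the family by RNA-seq, so they are not the same measure or genes as the paper's statement. Fig. S4 shows lower levels of these genes by qRT, which did not pass here in the RNA-seq: CYCB2-4 (GRMZM2G061287, log2 fold change -1.55, limma adjusted p = 0.0565) and CYC8 (GRMZM2G138886, -1.57, adjusted p = 0.0771), both called without zmte1-2 library 3 (adjusted p = 0.0399 and 0.0494); CDK12 (GRMZM2G084347, -1.17, adjusted p = 0.0563), called without zmte1-2 library 2 (adjusted p = 0.0201); and CYC7 (GRMZM2G073003, -1.40, adjusted p = 0.118), called under no alternative that was run. The same holds in Fig. 4b for IAA20 (GRMZM5G864847, -1.50, adjusted p = 0.0558), called without zmte1-2 library 2 (adjusted p = 0.00616), for SAUR61 (GRMZM2G156451, -1.53, adjusted p = 0.127), called under no alternative that was run, and for SAUR2 (GRMZM2G156470), called only without the FPKM minimum (adjusted p = 0.0396). CDK12 and IAA20 were also called without both WT library 1 and zmte1-2 library 2 (adjusted p = 0.0347 and 0.00909 for GRMZM2G084347 and GRMZM5G864847), a setting chosen after seeing the values, which drops 0 of the 16 genes of Table S1 that passed, but 4 of the 42 called genes named in the text (GRMZM2G398848, GRMZM2G108712, GRMZM2G170692 and GRMZM2G103672, adjusted p = 0.0613, 0.0681, 0.0706 and 0.0605). SAUR40 (GRMZM2G042741), PIN5 (GRMZM2G025742) and PIN9 (GRMZM5G859099) lay below the minimum and were not called without it. For PER5 (GRMZM2G149273) Fig. S4b shows a higher level in zmte1-2, whereas its FPKM is listed as 0 in the 3 zmte1-2 libraries and 0.150, 0.150 and 0.830 in WT. PER1 (GRMZM2G070603) and PERL2 (GRMZM2G451097), higher in Fig. S4b and in the deposited table, lay below the minimum and were not called without it (adjusted p = 0.239 and 0.177). CYCA3-1, CYCD6, CYC15, XTH12, EXT and the gene of PER and PRX47 passed in the direction of Fig. S4. CDKB2, shown in Fig. S4a, is not among the listed genes. Table S1 gives 1 gene identifier for PER and PRX47, for which Fig. S4b shows separate bars.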

Other observations

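Chosen only after the result was seen were Fisher's exact test of the KEGG antenna pathway, the tests of a WT label over all called genes, over genes listed at or near 0 in one genotype (with both thresholds) and with WT libraries held out, the check of the authors' log2 ratio, the tests of sampling noise, of rapid responses and of the RNA transport assignments, and the setting without both WT library 1 and zmte1-2 library 2. Of 37 tested photosynthesis genes 18 fell in zmte1-2 and the others did not pass. Of 18 tested light-harvesting antenna genes 12 fell and none rose (limma, adjusted p under 0.05; 16 adjusted over the list alone), such as light harvesting chlorophyll a/b binding protein 6 (GRMZM2G092427) at 36.4 ± 19.1 FPKM in WT and 4.88 ± 3.80 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.89, SE 0.68, limma adjusted p = 0.0262). Of 19 photosystem and carbon fixation genes 6 fell and none rose (10 adjusted over the list alone), such as photosystem I reaction center 6 (GRMZM2G012397) at 19.2 ± 13.3 FPKM in WT and 2.46 ± 0.860 FPKM in zmte1-2 (SD, n = 3; log2 fold change -2.52, SE 0.61, limma adjusted p = 0.0270). Camera did not call the antenna list (adjusted p = 0.0611; adjusted p = 0.925 with an estimated correlation), while in the authors' deposited table all 21 genes of the KEGG antenna pathway are lower (adjusted p = 0.00293 from Fisher's exact test, and 1 on the genes that limma called). Of the 2 lists together 18 genes fell, 0 after median-of-ratios rescaling, 0 without WT library 1, WT library 3, zmte1-2 library 1 or zmte1-2 library 3, 29 without WT library 2, and 23, with 1 that rose, without both WT library 1 and zmte1-2 library 2. The antenna list also differed between libraries of WT, with a median log2 difference from the WT mean of 0.99, -1.03 and 0.04 in libraries 1 to 3. In zmte1-2 libraries 1 to 3 it lay at -2.06, -1.43 and -2.33. 2 antenna gene identifiers, GRMZM2G018627 and GRMZM2G414192, carry the same coordinates and values.

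Of 13 tested genes of the meristem lists 3 fell and none rose, of 11 of the floral transition lists 5 fell and 2 rose, and of 11 of the gibberellin list 6 fell and 1 rose (limma, adjusted p under 0.05), and camera called none of the lists it tested. After median-of-ratios rescaling 1 was lower and 2 higher, 1 lower and 3 higher, and 2 lower and 3 higher. Since that rescaling assumes no overall shift among the listed genes, it cannot decide the direction of these lists. WUSCHEL-related homeobox 4-like (GRMZM6G260565) was listed at 1.79, 1.09 and 1.21 FPKM in WT and at 0 in all 3 zmte1-2 libraries (limma adjusted p = 0.00966), and WUSCHEL-related homeobox 9-like (GRMZM2G116063) stood at 2.64 ± 0.870 FPKM in WT and 0.323 ± 0.176 FPKM in zmte1-2 (SD, n = 3; log2 fold change -1.92, SE 0.33, limma adjusted p = 0.0132). MADS-box transcription factor 14 (GRMZM2G137510) stood at 9.53 ± 3.02 FPKM in WT and 0.550 ± 0.364 FPKM in zmte1-2 (SD, n = 3; log2 fold change -3.27, SE 0.41, limma adjusted p = 0.00966). ZCN1 (GRMZM2G092008), of the family that holds FLOWERING LOCUS T and TERMINAL FLOWER 1, rose in zmte1-2, at 41.9 ± 7.22 FPKM in WT and 132 ± 34.4 FPKM in zmte1-2 (SD, n = 3; log2 fold change 1.62, SE 0.40, limma adjusted p = 0.0274). Gibberellin 2-oxidase 9 (GRMZM2G152354), an enzyme that inactivates gibberellins, fell by 3.00 on the log2 scale. Gibberellin-regulated protein 1 (GRMZM2G150688) fell too (log2 fold change -3.48, SE 0.51, limma adjusted p = 0.0114). Apart from the WUSCHEL-related homeobox 4-like gene, the genes named so far passed in the same direction after median-of-ratios rescaling. Squamosa promoter-binding-like protein 14 (GRMZM2G160917) fell by 2.14 on the log2 scale, a call lost after rescaling (adjusted p = 0.187). ZmKN1 (GRMZM2G017087), a meristem homeobox gene, was listed at 143, 75.3 and 108 FPKM in WT and 35.3, 81.7 and 17.0 FPKM in zmte1-2 and did not pass (limma adjusted p = 0.0756), but did without zmte1-2 library 2 (adjusted p = 0.0122). No gene of the lists of these 8 genes passed without WT library 3 or without zmte1-2 library 1, and none of the list with ZCN1 and squamosa promoter-binding-like protein 14 without WT library 1.

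Library 2 of zmte1-2 stood apart from libraries 1 and 3, with a score of 74.0 on the second principal component (29.6% of the variance), where they had -5.33 and -30.7, and independent sampling noise is argued against by WT library 1, whose differences from its own group went with those of zmte1-2 library 2 across genes (r = 0.517). A library with the expression of these WT libraries under the label zmte1-2 is argued against, although not by the bounds set before the result was seen (under 20% or over 80%), since over 44 genes with a gap of at least 3 between WT and zmte1-2 libraries 1 and 3, library 2 lay nearer to the latter in 31.8%, where a WT library held out in the same way did so in at most 4.08%. The excess lay in genes lower in zmte1-2 (12 of 29, beside 1 of 31, 1 of 72 and 0 of 34 for WT libraries 1 to 3 held out), such as GRMZM5G867518 at 191, 196 and 213 FPKM in WT and 0.290 FPKM in library 2. It did not lie in higher ones (2 of 15, beside 3 of 26 for WT library 2). All 44 would keep a log2 ratio of at least 1, the authors' threshold, with library 2 at the WT mean. The gap by which they were chosen makes this certain, so it adds nothing to the comparison. The 2 genes with at most 0.1 FPKM in one and at least 5 FPKM in the other followed zmte1-2 (100%), GRMZM2G115049 at 23.7 FPKM and GRMZM2G120449 at 0 in library 2, but with at least 1 FPKM, tried second, it was 51.6% of 31 genes and up to 25.8% for a held-out WT library, above the 20% allowed for these, and of the 2754 genes called without library 2 it was 57.2%. Rapid responses to touch, cold or wounding at harvest stay open, with the families' median difference at the 99.7 percentile of matched lists over 58 genes but at 62.1 over the 48 genes left without those from which the families were chosen, where WT library 1 lay at 0.15, as does the position of the node, which was not tested, since 3 nodes were taken and the sources used here do not say whether a library number marks one.

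Apart from the overview maps of metabolism and of secondary metabolites, RNA transport is the KEGG pathway with the most genes in the deposited table. Of its 492 genes, 365 carry K13171 or K14325, and of 206 with an informative protein description 7 (3.40%) name an RNA-related protein, so a candidate explanation for the rank is orthology assignments that the description of the same gene does not share. No biological explanation was tested.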
